# Generation of a humanized Aβ expressing mouse demonstrating aspects of Alzheimer’s disease-like pathology

**DOI:** 10.1038/s41467-021-22624-z

**Published:** 2021-04-23

**Authors:** David Baglietto-Vargas, Stefania Forner, Lena Cai, Alessandra C. Martini, Laura Trujillo-Estrada, Vivek Swarup, Marie Minh Thu Nguyen, Kelly Do Huynh, Dominic I. Javonillo, Kristine Minh Tran, Jimmy Phan, Shan Jiang, Enikö A. Kramár, Cristina Nuñez-Diaz, Gabriela Balderrama-Gutierrez, Franklin Garcia, Jessica Childs, Carlos J. Rodriguez-Ortiz, Juan Antonio Garcia-Leon, Masashi Kitazawa, Mohammad Shahnawaz, Dina P. Matheos, Xinyi Ma, Celia Da Cunha, Ken C. Walls, Rahasson R. Ager, Claudio Soto, Antonia Gutierrez, Ines Moreno-Gonzalez, Ali Mortazavi, Andrea J. Tenner, Grant R. MacGregor, Marcelo Wood, Kim N. Green, Frank M. LaFerla

**Keywords:** Alzheimer's disease, Molecular neuroscience

## Abstract

The majority of Alzheimer’s disease (AD) cases are late-onset and occur sporadically, however most mouse models of the disease harbor pathogenic mutations, rendering them better representations of familial autosomal-dominant forms of the disease. Here, we generated knock-in mice that express wildtype human Aβ under control of the mouse *App* locus. Remarkably, changing 3 amino acids in the mouse Aβ sequence to its wild-type human counterpart leads to age-dependent impairments in cognition and synaptic plasticity, brain volumetric changes, inflammatory alterations, the appearance of Periodic Acid-Schiff (PAS) granules and changes in gene expression. In addition, when exon 14 encoding the Aβ sequence was flanked by *loxP* sites we show that Cre-mediated excision of exon 14 ablates hAβ expression, rescues cognition and reduces the formation of PAS granules.

## Abstract (web summary)

Most instances of Alzheimer’s disease (AD) are sporadic or not associated with a particular mutation. Here, the authors develop knock-in mice that express wildtype human Aβ under control of the mouse App locus, which may have potential for modelling some aspects of sporadic late onset AD.

## Introduction

The development of successful treatments for complex human disorders such as Alzheimer’s disease (AD) can be facilitated by animal models that recapitulate key phenotypic features found in the human disease condition. To date, over 170 genetically modified mouse models containing AD-linked mutations have been generated to study this progressive neurodegenerative disorder, and in many instances these mice have yielded insights into the underlying pathogenic mechanisms^1–4^. However, therapeutic approaches that have been demonstrated to be successful in these familial AD (FAD) models have failed when evaluated in human clinical trials involving participants with late-onset AD (LOAD)^5–7^. As existing mouse models of AD frequently incorporate disease-causing mutations in one or more genes associated with autosomal-dominant dementias and because the gene products are often expressed at supra-physiological levels, there is a need to develop new animal models that better recapitulate the underlying molecular pathways leading to late-onset sporadic AD^6–10^.

Towards this goal, we humanized the Aβ peptide-coding sequence in the mouse *amyloid precursor protein* (*App*) gene to generate a non-mutant human Aβ knock-in (hAβ-KI) mouse. This model has several key features: (1) no familial AD mutations are included and the mouse expresses the wild-type human sequence of the amyloid precursor protein (APP) cleavage product; (2) the endogenous gene-regulatory elements are used so APP is produced at murine physiological levels; and (3) *loxP* sites flank the exon encoding Aβ allowing for cell-specific/temporal control of Aβ/APP production to enable further cell-specific mechanistic investigation.

hAβ-KI mice develop age-dependent changes in behavior, synaptic plasticity, inflammatory response, the formation of Periodic Acid-Schiff (PAS) positive granules and the transcriptome (such as metabolic/energetic and neuroplasticity gene expression), that mimic the late-onset progression seen in sporadic human AD cases. Cognitive function in hAβ-KI mice could be restored following virally-mediated transduction of CRE to ablate Aβ production. In addition, the number of PAS granules were reduced in the hAβ-KI mice upon using the CRE system. This new mouse strain will serve as a useful platform to investigate the many genetic, aging, and environmental factors that drive the development of AD.

## Results

### Generation of a human Aβ knock-in mouse

Homologous recombination in mouse embryonic stem (ES) cells was used to generate mice in which the murine *App* gene was humanized by changing 3 amino acids within the Aβ peptide sequence (hAβ-KI) (Fig. 1a, b). No autosomal-dominant APP mutation was introduced (Supplementary Fig. 1a). The resulting hAβ-KI allele expresses human wildtype (WT) Aβ (hAβ) in the context of the cognate *App* locus, and the regional localization and extent of APP expression appear indistinguishable from the unmodified allele. The hAβ-KI allele includes *loxP* sites flanking exon 14 encoding Aβ, allowing CRE recombinase-mediated cessation of Aβ production to assess the dependence of pathological sequelae on Aβ production (Fig. 1c). To verify the *loxP* sites were functional, we crossed hAβ-KI mice with mice expressing tamoxifen-inducible Cre recombinase under the control of the ubiquitin promoter (UBC-Cre^ERT2^ mice). After induction of Cre expression with tamoxifen which should delete exon 14 from the floxed allele in the hAβ-KI heterozygous animals, immunoblot analysis demonstrated a reduction in APP quantity in brain relative to uninduced controls (Fig. 1d and Supplementary Fig. 8). Furthermore, humanized APP was completely suppressed in tamoxifen-treated hAβ-KI heterozygous; UBC-Cre^ERT2^ hemizygous mice versus vehicle-treated controls of the same genotype (Fig. 1d and Supplementary Fig. 8). Consistent with these results, real-time qPCR analysis indicated that *App* mRNA expression in tamoxifen-treated hAβ-KI heterozygous; UBC-Cre^ERT2^ hemizygous mice was reduced compared to PBS-treated mice of the same genotype (Fig. 1e). The reduction in *App* (as well as Aβ) after CRE-mediated deletion of the exon encoding hAβ may be a consequence of mRNA instability because deletion of this exon produces a frame shift in the resulting downstream exons. Thus, CRE can be used to stop Aβ/APP production from the hAβ-KI allele, including in a cell-type specific manner.

**Fig. 1:**
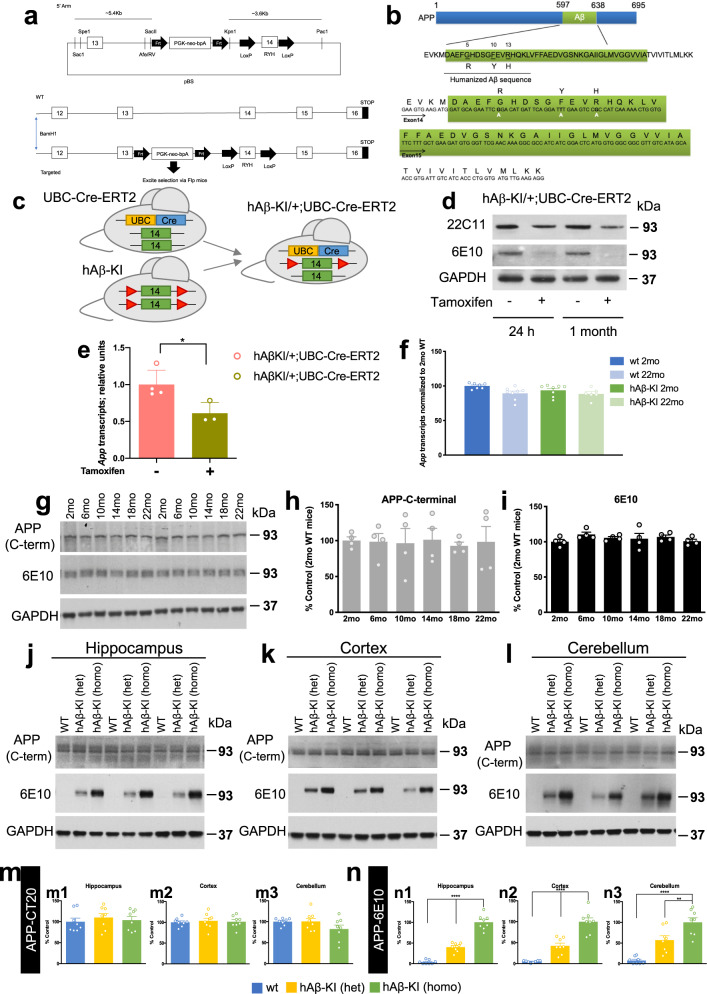
Humanized Aβ sequence design and APP levels in the hAβ-KI mice. **a** Strategy for production of hAβ-KI mice. **b** Schematic representation of humanized Aβ in hAβ-KI mice. **c** Breeding strategy to produce *App*^*hAβ-KI/+*^; UBC-Cre-ERT2 hemizygous mice (green box = exon 14, red triangle = loxP sequence, yellow and blue box = UBC-Cre-ERT2). **d** Western-blot analysis showing that Tamoxifen treatment reduces APP expression (22C11 antibody) in brains of *App*^*hAβ-KI/+*^; UBC-Cre-ERT2 hemizygous mice compared to PBS-treated animals. The hAβ specific product (6E10 antibody) expressed by the floxed hAβ-KI allele is depleted following Tamoxifen treatment. **e** qPCR analysis of *App* expression shows decrease in Tamoxifen-treated *App*^*hAβ-KI/+*^; UBC-Cre-ERT2 hemizygous mice (green) versus PBS-treated mice (pink) (PBS *n* = 4 and tamoxifen *n* = 3; unpaired, two-tailed *t*-test, *p = 0.035). **f** No difference in *App* expression in CNS of WT and hAβ-KI homozygous mice at 2 and 22 month of age (transcript level normalized to 2 mo-WT animals; *n* = 6 in hAβ-KI 22 mo, *n* = 7 in WT 2 mo and *n* = 8 in WT 22 mo and hAβ-KI 2 mo) (blue = WT 2 mo, light-blue = WT 22 mo, green = hAβ-KI 2 mo and light-green = hAβ-KI 22 mo). **g**–**i** Immunoblot analysis of APP recognized by C-terminal APP (CT-20 antibody) (dark-gray) and 6E10 (hAβ-specific) (black) antibody in hippocampal homogenates of hAβ-KI from 2 to 22 months of age (*n* = 4/genotype/age) shows no differences in APP expression. Representative immunoblot analysis of APP holoprotein using APP-CT20 (detect both mouse and human APP) and 6E10 (recognize only human Aβ) in hippocampal (**j**), cortical (**k**) and cerebellar (**l**) homogenates of WT (blue), hAβ-KI (het) (yellow) and hAβ-KI (homo) (green) (*n* = 8/genotype). **m** Quantification of **j**, **k** and **l** shows no difference in APP steady-state level between groups and brain areas. **n** Quantification of **j**, **k** and **l** by 6E10 antibody shows dose-dependent expression of APP in hAβ-KI homozygous mice in the hippocampus (One-way ANOVA, F_2,21_ = 124.0, Tukey’s post hoc test, ****p < 0.0001), cortex (One-way ANOVA, F_2,21_ = 53.43, Tukey’s post hoc test, ****p < 0.0001) and cerebellum (One-way ANOVA, F_2,21_ = 26.83, Tukey’s post hoc test, **p < 0.01 and ****p < 0.0001) compared to WT mice and hAβ-KI heterozygous mice. Data are presented as mean values ± SEM.

To determine if *App* was transcribed at (murine) physiological levels in the hAβ-KI line, RNA was isolated from the brains of homozygous hAβ-KI and WT control mice and analyzed by RNA sequencing (RNA-seq). 

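Hippocampal RNA of 29 mice was sequenced, with 1 library per mouse. The groups were 7 WT and 8 homozygous hAβ-KI mice at 2 months of age, and 8 WT and 6 hAβ-KI mice at 22 months of age. Both sexes were in each group, with 18 males and 11 females in all. The sample labels give C57BL/6NJ as the strain of the hAβ-KI mice and C57BL/6N as that of the WT mice, whereas the paper gives B6(SJL) in the strain name of the hAβ-KI mice and C57BL/6NTac for the WT mice. cDNA was made with the Smart-seq2 protocol, which amplifies full-length transcripts, and libraries were cut and tagged with the Nextera kit and sequenced as paired reads of 43 bases. The authors aligned the reads with STAR 2.5.1b to GRCm38 and estimated expression with RSEM 1.2.22 on Gencode vM8. They kept libraries with more than 75% uniquely mapping reads. The deposited values are TPM, which correct for transcript length and scale each library to a common total, so that they hold no read count and the depth of each library is unknown here. The table covers 31002 genes, of which 21930 are protein-coding and 9072 belong to long non-coding classes. Because other gene classes were left out of the table, the TPM of a mouse added up to between 717535 and 816940. The median total was 753351.5 in WT and 737592 in hAβ-KI mice at 2 months, and 746764 in WT and 743314 in hAβ-KI mice at 22 months. Between 13528 and 14189 genes had a TPM of at least 1 in a mouse, and mitochondrial genes made up 8.54% to 10.9% of the total. From these values, log2(TPM + 1) was computed for each gene and mouse without further scaling, so that a change in the share of a few abundant transcripts would shift the other genes. A fold change on this scale understates the change of genes near 0 TPM.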

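App (ENSMUSG00000022892) lies on the minus strand of chromosome 16 of GRCm38, from 84949685 to 85173766, and encodes the amyloid precursor protein. Its level was 683 ± 27.5 TPM (SD, n = 7) in WT and 633 ± 54.4 TPM (SD, n = 8) in hAβ-KI mice at 2 months of age. At 22 months of age it was 611 ± 61.0 TPM (SD, n = 8) in WT and 605 ± 54.2 TPM (SD, n = 6) in hAβ-KI mice. Relative to the mean of the young WT mice, the group means were 92.6% in young hAβ-KI, 89.4% in old WT and 88.5% in old hAβ-KI mice. The genotypes differed by -0.01 on the log2 scale at 22 months (exact two-sided permutation test, p = 0.862, and also 0.862 after Benjamini-Hochberg adjustment over the 4 comparisons). At 2 months the difference was -0.11 (exact two-sided permutation test, p = 0.0455, adjusted p = 0.0911). App was lower at 22 than at 2 months in WT mice by a log2 difference of -0.17 (exact two-sided permutation test, p = 0.00730, adjusted p = 0.0292), and in hAβ-KI mice the age difference was -0.07 (exact two-sided permutation test, p = 0.363, adjusted p = 0.484). The difference with age in WT mice was therefore past an adjusted p of 0.05, and it was not past it once TPM were rescaled to a common sum over nuclear protein-coding genes (-0.14, adjusted p = 0.267 by the same exact permutation test).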

No difference was detected in *App* expression in brains from young and old WT and hAβ-KI mice (Fig. 1f). Likewise, the level of APP holoprotein was similar from 2 to 22 months of age in hAβ-KI mice (Fig. 1g–i and Supplementary Fig. 8). Furthermore, immunoblot analysis indicated equivalent levels of APP holoprotein in young WT, hAβ-KI (heterozygous) and hAβ-KI (homozygous) mice in multiple brain regions (Fig. 1j–l and Supplementary Fig. 8). As expected, the human-specific antibody 6E10 only detected Aβ in the brains of hAβ-KI mice (Fig. 1j–l and Supplementary Fig. 8). These results are significant because APP is not overexpressed in human sporadic AD, and the hAβ-KI mouse model recapitulates this salient feature.

### Changes in Aβ as a function of age in hAβ-KI mice

Because amyloid buildup is an integral component of the phenotypic signature of AD, we quantified Aβ levels in mice at different ages. Whereas the amount of soluble Aβ40 and Aβ42 decreased during aging, insoluble Aβ increased, with the highest amount detected between 18 and 22 months of age (Fig. 2a1–a4). However, the Aβ42/40 ratio did not change with age in the hippocampus of the hAβ-KI mice (Supplementary Fig. 2). Thus, the age-related increase in insoluble Aβ could be related to the fact that human and mouse Aβ differ by three amino acids, which accounts for the enhanced amyloidogenicity associated with the human sequence^11^. Aβ aggregation is thought to follow a seeding/nucleation mechanism, involving the slow formation of oligomeric seeds that later grow exponentially^12^. To detect the presence of seeding-competent aggregates in the brain of hAβ-KI mice, we employed the protein misfolding cyclic amplification (Aβ-PMCA) assay^12^. As a positive control, we used brain homogenates from 3xTg-AD mice^13^ and as a negative control, brains from WT mice (Fig. 2b, c). Addition of 0.001% of hAβ-KI brain homogenate significantly accelerated Aβ aggregation in this assay, versus the reaction in the presence of the same amount of WT brain homogenate (Fig. 2b). The acceleration in aggregation promoted by hAβ-KI, was similar to that of the positive control consisting of brain homogenate from 3xTg-AD mice, although the lag phase was longer for hAβ-KI-driven aggregation compared to that mediated by 3xTg-AD (Fig. 2b). The T_50_ value, which corresponds to the time needed to reach 50% of maximum aggregation, was shorter for the aggregations performed in the presence of hAβ-KI and 3xTg-AD brain homogenate versus WT mice, indicating a faster aggregation (Fig. 2c) and no difference was observed between hAβ-KI mice (homozygous) and 3xTg-AD mice (homozygous) (Fig. 2c). Despite the increase in insoluble Aβ (including Aβ40 and Aβ42) with age in the hAβ-KI mice and biochemical evidence showing presence of competent aggregative seeds, immunostaining against either Aβ40 or Aβ42 was unable to reliably detect extracellular deposits (Fig. 2d4–d6; 22-month-old mice shown), whereas deposits were readily observed in comparable 3xTg-AD brains (Fig. 2d7–d9). As expected, no deposits were observed in WT mice (Fig. 2d1–d3). Likewise, no evidence of thioflavin-S or Congo red-positive deposits was observed in hAβ-KI mice (Fig. 2e, f). In summary, although the brains of hAβ-KI mice displayed an age-associated increase in Aβ and contain competent amyloid seeds, additional factor(s) are required for the formation of amyloid plaques, which suggests that this model may be useful for introducing risk or other genetic factors to trigger their accumulation.

**Fig. 2:**
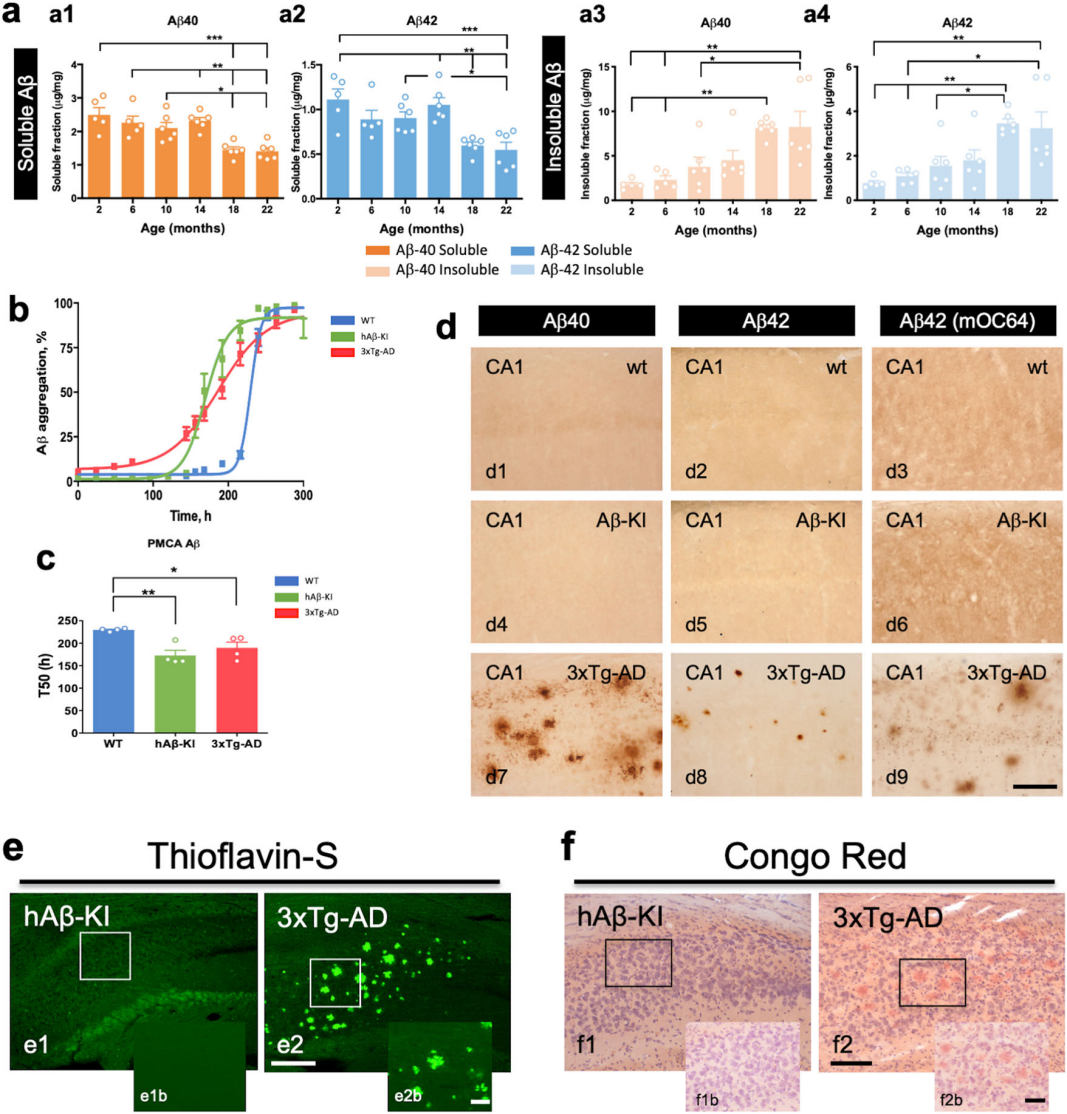
Changes in Aβ as a function of age in hAβ-KI mice. **a** Aβ40 (orange) and Aβ42 (blue) quantity in hAβ-KI homozygous mice was determined using the MSD V-PLEX Plus Aβ Peptide Panel 1 (6E10) Kit (*n* = 5 in 2 mo and 6 mo and *n* = 6 in 10 mo, 14 mo, 18 mo and 22 mo). The ELISA analysis shows that hAβ-KI mice produce high soluble Aβ levels, including Aβ40 (One-way ANOVA, F_5,28_ = 10.01, Tukey’s post hoc test, *p < 0.05, **p < 0.01 and ***p < 0.001) and Aβ42 (One-way ANOVA, F_5,28_ = 8.057, Tukey’s post hoc test, *p < 0.05, **p < 0.01 and ***p < 0.001) compared to old hAβ-KI mice (a1 and a2). Opposite effect is observed in insoluble Aβ levels in older hAβ-KI mice compared to younger hAβ-KI mice, including in Aβ40 (One-way ANOVA, F_5,28_ = 7.21, Tukey’s post hoc test, *p < 0.05 and **p < 0.01) and Aβ42 (One-way ANOVA, F_5,28_ = 6.543, Tukey’s post hoc test, *p < 0.05 and **p < 0.01) (a3-a4). **b** Aβ-PMCA shows accelerated in vitro aggregation using hAβ-KI (green) and 3xTg-AD (red) brain homogenate to seed monomeric Aβ compared to WT (blue) controls (*n* = 4/genotype). **c** Shorter time to reach 50% of total aggregation, measured by thioflavin-T emission levels (*n* = 4/genotype) (One-way ANOVA, F_2,11_ = 9.083; Tukey’s post hoc test, *p < 0.05 and **p < 0.01). **d** Immunohistochemistry performed with Aβ40 and Aβ42 antibodies showed no sign of aggregates (plaques) for Aβ isoforms in hAβ-KI mice at 22-month of age (d4–d6). As a positive control, 3xTg-AD mice were used with significant Aβ40 and Aβ42 aggregates present at 22-month of age (d7–d9). WT mice showed no staining for both Aβ isoforms (d1–d3). 22-month-old hAβ-KI mice and 3xTg-AD mice were stained with thioflavin-S (Thio-S) (**e**) or Congo Red (**f**) stain. No fibrillar aggregated stained with Thio-S or Congo red is observed in hAβ-KI (e1 and f1). As a positive control, 3xTg-AD mice were used with fibrillary extracellular aggregates positive for Thio-S and Congo Red present in the hippocampus (e2 and f2). Data are presented as mean values ± SEM. Scale bar: 200 μm (e1, e2, f1 and f2), 100 μm (d1–d9) and 50 μm (e1b, e2b, f1b and f2b).

### OC+ cluster granules are associated with the hippocampal fissure in hAβ-KI mice

Amyloid protofibrils can be visualized using the conformation specific antibody OC^14^. Immunostaining with OC in brain sections from 22 month-old homozygous hAβ-KI and WT mice revealed the presence of OC+ puncta within the hippocampus of hAβ-KI mice (Supplementary Fig. 3a). OC+ puncta is also observed in 12 month-old 3xTg-AD mice (Supplementary Fig. 3b). These puncta were restricted to the hippocampus, tended to line the hippocampal fissure, and did not represent traditional amyloid-plaques. Confocal microscopy revealed that they were composed of clusters of small granules (Supplementary Fig. 3a). Co-staining for microglia (using antibody IBA1) showed that these clusters of granules were not associated with microglia, and do not appear to induce any changes in microglial phenotypes in their immediate vicinity (Supplementary Fig. 3a). However, cellular processes were observed surrounding the clusters (highlighted by yellow arrows), which also did not colocalize with microglia. Immunostaining with OC and GFAP, an astrocyte marker, showed a clear association between the OC+ granules and the processes of a single astrocyte (Fig. 3a). Notably, OC+ granules do not appear to reside intracellularly within an astrocyte but are most likely associated with astrocytic processes and projections (Fig. 3a4b–a6b). The number of OC+ granule clusters increased with age in both WT and hAβ-KI mice (Fig. 3a, b). However, there were fewer OC+ clusters in WT mice, and these were less prominent and dimmer than those seen in hAβ-KI hippocampi (Fig. 3a, b). Clusters were present at 10 months of age in hAβ-KI mice, and persisted thereafter (Fig. 3a; clusters highlighted by white arrows; Fig. 3b). Clusters of granules that associate with astrocytes specifically in the hippocampus have been described previously in both aged mice and accelerated brain aging mouse models^15,16^ and have been identified using a Periodic Acid Schiff (PAS) stain for polysaccharides. Accordingly, we performed a PAS stain in WT and hAβ-KI mouse brain sections and were able to show the same distinct clusters of granules (Supplementary Fig. 3b). Staining for OC+ granules across the rostral-caudal axis of the hAβ-KI brain revealed the presence of clusters in locations other than in the hippocampus, notably in adjacent outer cortical regions starting at the anterior olfactory nucleus and extending caudally through the olfactory tubercle, piriform cortex, through to the cochlear nucleus (Fig. 3c). Confocal imaging of the piriform cortex showed the same clusters of granules, with each cluster associated with astrocytic processes (Fig. 3d), with affected astrocytes lining the cortical plate and the granules seemingly projected towards the cortical surface.

**Fig. 3:**
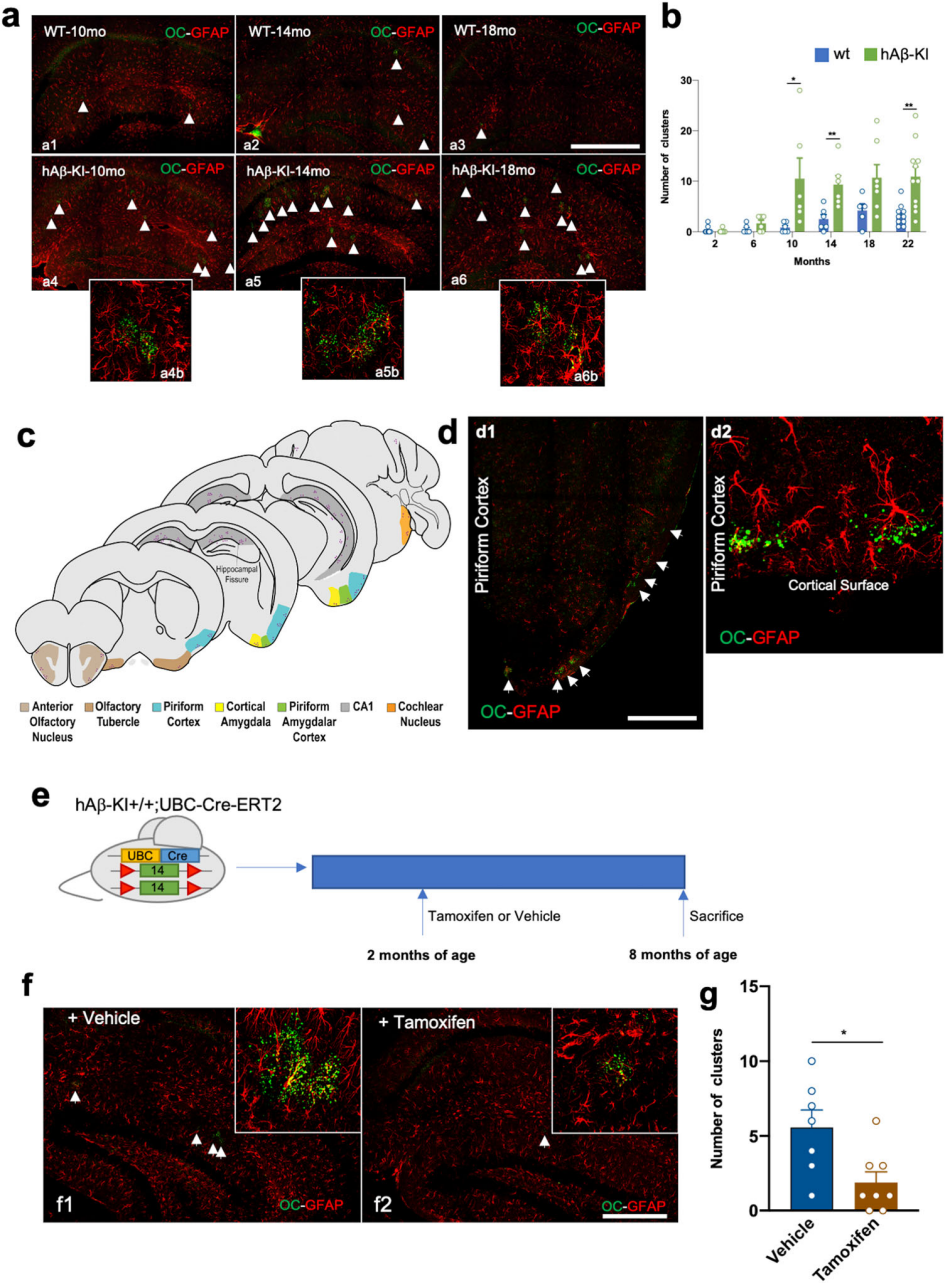
Human wild-type Aβ exacerbates the formation of OC+ clusters in the hippocampus of hAβ-KI mice. **a** Representative images for astrocytes and OC+ cluster in WT (a1–a3) and homozygous hAβ-KI (a4–a6) mice across their lifespans (individual clusters highlighted by white arrowheads). Confocal images showed the association of the astrocytes with OC+ granules (a4b–a6b) in hAβ-KI mice. **b** Quantification of the number of OC+ clusters/hippocampal section at each age in homozygous hAβ-KI (green) and WT (blue) mice (WT 2 mo = 16, 6 mo = 6; 10 mo = 6; 15 mo = 6; 18 mo = 5; 22 mo = 10; hAβ-KI 2 mo = 9; 6 mo = 6; 10 mo = 6, unpaired, two-tailed *t*-test, *p = 0.0411; 14 mo = 6, unpaired, two-tailed *t*-test, **p = 0.0070; 18 mo = 7; 22 mo = 11, unpaired, two-tailed *t*-test, **p = 0.0022). **c** Schematic representation of OC+ clusters of granules distribution in the brain of hAβ-KI mice (light brown = Anterior Olfactory Nucleus, brown = Olfactory Tubercle, blue = Piriform Cortex, yellow = Cortical Amygdala, green = Piriform Amygdalar Cortex, gray = CA1 and orange = Cochlear nucleus). Graphic adapted from Image 26, 47, 73, 81 and 110 of the Allen Mouse Brain Atlas. Copyright 2004, Allen Institute for Brain Science. Available from https://mouse.brain-map.org/static/atlas^63^. **d** Immunostaining for astrocytes (GFAP, red channel) and protofibrils (OC, green channel) shows their accumulation in the piriform cortex, lining the cortical edge in hAβ-KI (d1) and WT (d2) mice. **e** Experimental design in which hAβ-KI homozygous; UBC-CRE^ERT2^ hemizygous mice are treated with tamoxifen or vehicle for 6 months (green box = exon 14, red triangle = loxP sequence, yellow and blue box = UBC-Cre-ERT2). Mice were sacrificed at 8-month of age. **f** Immunostaining for astrocytes (GFAP, red) and protofibrils (OC, green) in the hippocampus of either vehicle or tamoxifen-treated hAβ-KI homozygous; UBC-CRE^ERT2^ hemizygous mice. **g** Quantification of OC+ granular clusters in vehicle (blue) and Tamoxifen (brown) treated hAβ-KI homozygous; UBC-CRE^ERT2^ hemizygous mice (Vehicle *n* = 7, Tamoxifen *n* = 8; unpaired, two-tailed *t*-test, *p = 0.0160). Data are presented as mean values ± SEM. Scale bar: 300 μm (a1–a6 and f1–f2) and 200 μm (d1–d2).

To determine if the presence of OC+ clusters in hAβ-KI mice was correlated with expression of human Aβ, 2-month-old hAβ-KI homozygous; UBC-CRE^ERT2^ hemizygous mice were treated with tamoxifen or sunflower oil (vehicle) to induce CRE-dependent recombination of the *loxP* sites to disrupt Aβ/APP production (Fig. 3e). Indeed, at 8 months of age, tamoxifen-treated hAβ-KI homozygous; UBC-CRE^ERT2^ hemizygous mice showed fewer OC+ clusters versus PBS-treated animals of the same genotype (Fig. 3f, g). These results indicate that expression of human Aβ in hAβ-KI mice increases the number of these structures compared to WT mice.

### Presenilin mutation accelerates OC+ granules formation in the hAβ-KI mice

Because hAβ-KI mice accumulate OC+/PAS+ clusters of granules in the hippocampus, we investigated whether co-expression of familial-linked AD mutations affected the formation of OC+ granules in hAβ-KI homozygous mice by breeding hAβ-KI and PS1^M146V^ mice to homozygosity and aging them to 18 months (Fig. 4a). Quantification of soluble and insoluble Aβ showed increased Aβ (Aβ40 and Aβ 42) in double-homozygous hAβ-KI/PS1^M146V^ compared with homozygous hAβ-KI mice, (Fig. 4b). Examination of OC+ granules in the hippocampus of WT, homozygous hAβ-KI, and double-homozygous hAβ-KI/PS1^M146V^ mice (Fig. 4c1–c3) showed increased OC+ clusters in hAβ-KI/PS1^M146V^ mice compared to the other groups, with each cluster of granules being in close association with astrocytes (Fig. 4c1b–c3b). Quantification of the number and characteristics of the clusters across the three genotypes was performed, revealing a stepwise increase in the number of clusters per hippocampus (WT -> hAβ-KI -> hAβ-KI/PS1^M146V^; Fig. 4d), the average number of granules within a cluster (Fig. 4e), the average area of an individual granule (Fig. 4f), and in the average area encompassed by a single cluster (Fig. 4g). No evidence of fibrillar amyloid aggregates was observed in the homozygous hAβ-KI/PS1^M146V^ mice and in association with the granules (Fig. 4c, 4cb). Overall, these results suggest that an increase in Aβ levels induced by the presenilin mutation M146V accelerates the formation of OC+ clusters in double homozygous hAβ-KI/PS1^M146V^ mice.

**Fig. 4:**
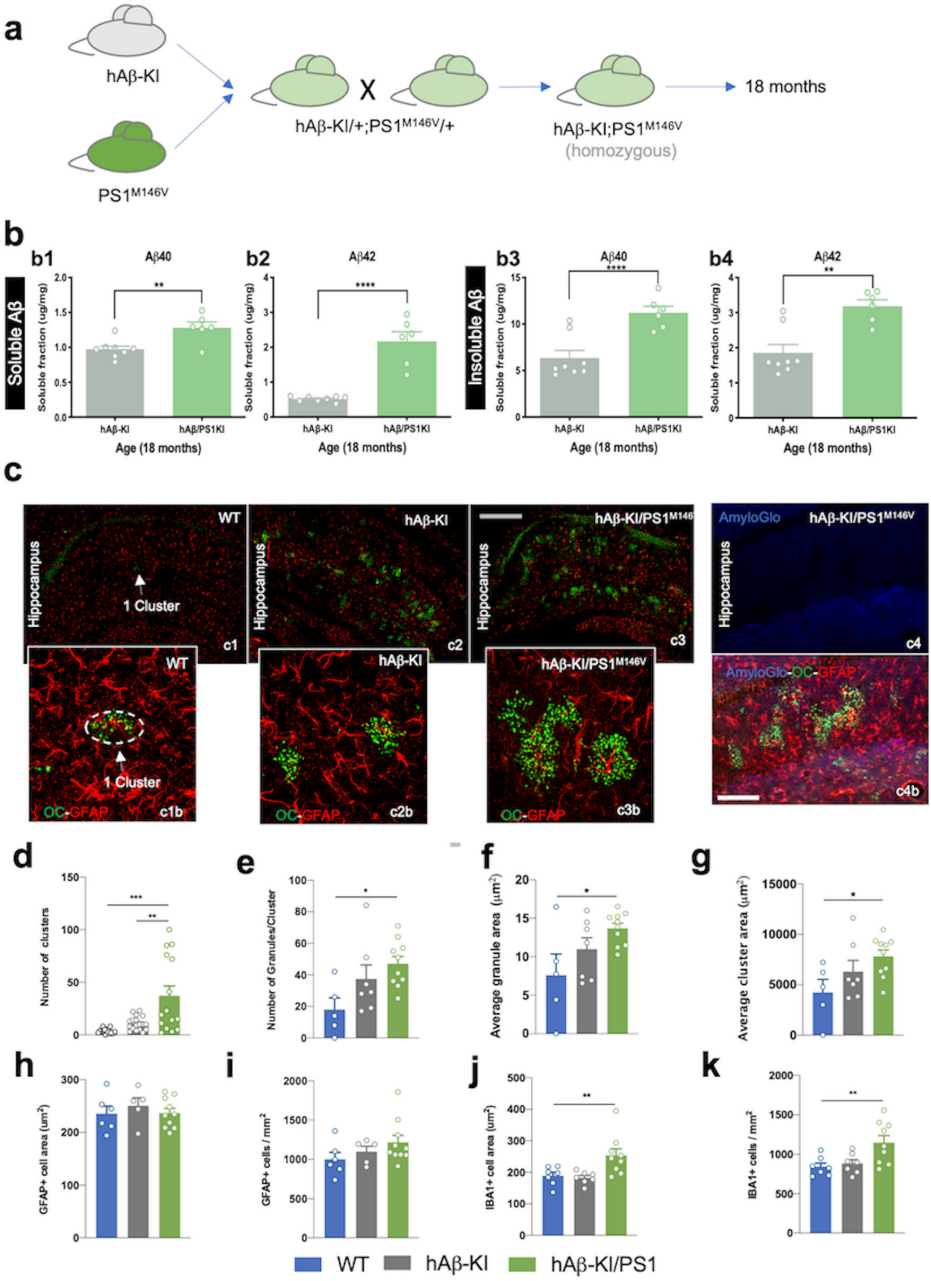
OC+ clusters formation are exacerbated by presenilin 1 mutation in hAβ-KI mice. **a** hAβ-KI mice (gray) are bred to homozygosity with PS1^M146V^ mice (green) and aged to 18 months. **b** Aβ40 and Aβ42 levels in hAβ-KI (dark-gray) and hAβ-KI/PS1^M146V^KI (green) homozygous mice were quantified using the MSD V-PLEX Plus Aβ Peptide Panel 1 (6E10) Kit (*n* = 6 in hAβ-KI/PS1^M146V^KI group and *n* = 8 in hAβ-KI group). Soluble Aβ40 (b1, unpaired, two-tailed *t*-test, **p = 0.0041) and Aβ42 (b2, unpaired, two-tailed *t*-test, ****p < 0.0001) and insoluble Aβ40 (b3, unpaired, two-tailed, *t*-test ***p = 0.0009) and Aβ42 (b4, unpaired, two-tailed *t*-test, **p = 0.0013) showed an increase in hAβ-KI/PS1^M146V^KI compared to hAβ-KI mice. **c** Immunostaining for astrocytes (GFAP, red) and protofibrils (OC, green) shows accumulation of OC+ clusters in the hippocampus (high magnification images; c1b–c3b). AmyloGlo stain (blue channel) in hAβ-KI/PS1^M146V^KI homozygous mice (c4) shows that this line did not generate fibrillar aggregates. **d**–**g** Quantification of (**c**) showing the number of clusters per hippocampal slice (**d**) the average number of OC+ granules within an individual cluster (WT *n* = 6, hAβ-KI *n* = 18, hAβ-KI/PS1^M146V^KI *n* = 15; ANOVA, F_2,45_ = 13.11, Tukey’s post hoc test, **p < 0.01 and ***p < 0.001) (**e**) the average area of a single granule (WT *n* = 5, hAβ-KI *n* = 7, hAβ-KI/PS1^M146V^KI *n* = 10, One-way ANOVA, F_2,19_ = 0.1043, Tukey’s post hoc test, *p < 0.05), (**f**) and the average area taken up by a cluster (WT *n* = 5, hAβ-KI *n* = 7, hAβ-KI/PS1^M146V^KI *n* = 10, One-way ANOVA, F_2,19_ = 2.534, Tukey’s post hoc test, *p < 0.05), (**g**) in 18-month WT (blue), hAβ-KI (dark-gray) and hAβ-KI/PS1^M146V^KI (green) mice (WT *n* = 5, hAβ-KI *n* = 7, hAβ-KI/PS1^M146V^KI *n* = 10, One-way ANOVA, F_2,19_ = 0.1639, Tukey’s post hoc test, **p < 0.01). **h**–**k** Densitometric analysis using Imaris software to quantify density (**h**) and cell area (WT *n* = 6, hAβ-KI *n* = 7, hAβ-KI/PS1^M146V^KI *n* = 9) (**i**) of GFAP+ astrocytes or the density (**j**) and cell area (**k**) of IBA1+ microglia cells in 18-month WT (blue), hAβ-KI (dark-gray) and hAβ-KI/PS1^M146V^KI (green) mice (WT *n* = 7, hAβ-KI *n* = 7, hAβ-KI/PS1^M146V^KI *n* = 9, One-way ANOVA, F_2,20_ = 1.716, Tukey’s post hoc test, **p < 0.01 and F_2,20_ = 4.435, Tukey’s post hoc test, **p < 0.01). Data are presented as mean values ± SEM. Scale bar: 300 μm (c1–c3) and 100 μm (c4–c4b).

### Cognitive, synaptic and inflammatory alterations are present in hAβ-KI mice

We next assessed the impact of human Aβ expression on memory-related processes. Homozygous hAβ-KI mice were impaired in cortical- and hippocampal-dependent cognitive performance versus WT controls, indicating that age-dependent buildup of human Aβ expressed from the humanized *App* locus is sufficient to impair cognition in mice (Fig. 5a, b). Notably, impairments were detected from 10 to 14 months of age, corresponding to the appearance of the OC+/PAS granules seen in the hAβ-KI brains. To determine whether key aspects of synaptic physiology are impacted in homozygous hAβ-KI mice, we examined the effects on long-term potentiation (LTP), a form of synaptic plasticity, as well as on baseline synaptic transmission. Theta-burst stimulation-induced LTP revealed deficits in the field excitatory postsynaptic potentials (fEPSPs) 50–60 min post-induction in slices from male and female homozygous hAβ-KI mice versus slices from WT mice at 18 months of age (Fig. 5c). Thus, it appears that the LTP impairment involves events that occur after induction and initial expression of potentiation, a conclusion consistent with the observation that short-term potentiation (i.e., the first 2 min following induction) was unaffected. No LTP impairment was observed in 2-month-old mice (Fig. 5c). Moreover, quantification of synaptic puncta density showed a significant reduction at presynaptic level (recognized with the antibody synaptophysin) in the hAβ-KI compared to WT mice at 18 months of age (Fig. 5d, e). Despite cognitive and synaptic loss is observed in this line, no cell loss was detected in the pyramidal layer of the CA1 hippocampal region in the hAβ-KI compared to WT mice at 22 months of age (Supplementary Fig. 4a, b). However, a significant decrease in the hippocampal volume was observed in the hAβ-KI line at 22 months of age compared to WT mice (Fig. 5f). Overall, these data show that substitution of mouse Aβ with wildtype human Aβ induces age-dependent changes in both cognition and synaptic plasticity in mice even when expressed at murine physiological levels.

**Fig. 5:**
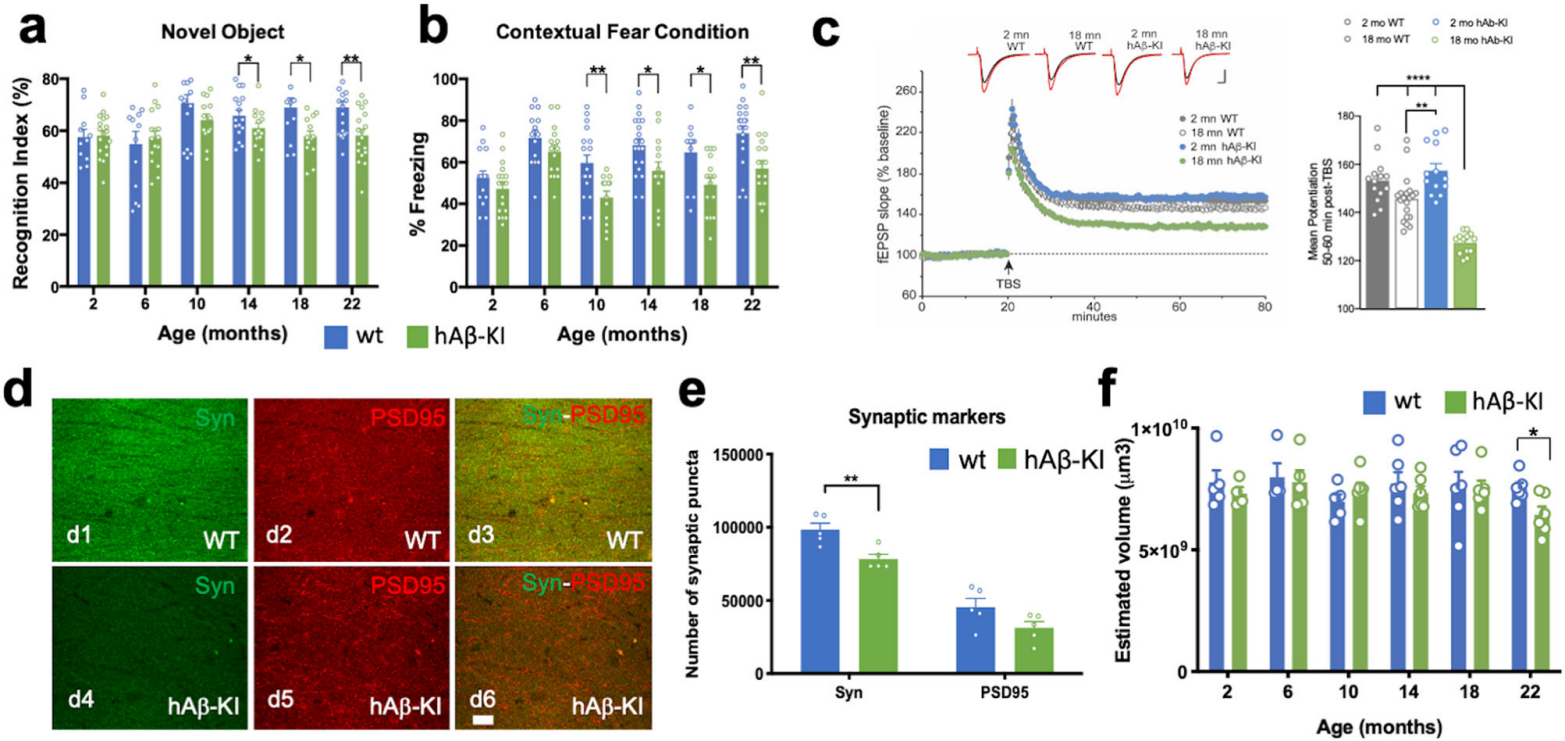
Phenotypic alterations in CNS of hAβ-KI mice. **a** hAβ-KI (green) mice showed cortical deficits at 14, 18 and 22 months compared to WT (blue mice) (unpaired, two-tailed *t*-test, 14 mo *p = 0.0381, 18 mo *p = 0.0131 and 22 mo **p = 0.0024) (WT 2 mo *n* = 11, 6 mo *n* = 13, 10 mo and 14 mo *n* = 16, 18 mo *n* = 12, and 22 mo *n* = 20; hAβ-KI 2 mo, 18 mo and 22 mo *n* = 18, 6 mo *n* = 16, 10 mo *n* = 13 and 14 mo *n* = 14). **b** Hippocampal deficits were also observed in hAβ-KI (green) mice at 10, 14, 18 and 22 months compared to WT (blue) mice (unpaired, two-tailed *t*-test, 10 mo **p = 0.0037, 14 mo *p = 0.0239, 18 mo *p = 0.0112 and 22 mo **p = 0.0020) (WT 2 mo *n* = 15, 6 mo *n* = 14, 10 mo *n* = 18, 14 mo *n* = 20, 18 mo *n* = 12, 22 mo *n* = 19; hAβ-KI 2 mo and 22 mo *n* = 18, 6 mo and 18 mo *n* = 15, 10 mo *n* = 13 and 14 mo *n* = 14). **c** Acute hippocampal slices were examined for changes in synaptic plasticity in 2 and 18-month-old WT (gray = 2 mo and white = 18 mo) and hAβ-KI (blue = 2 mo and green = 18 mo) mice. Theta burst induced LTP was impaired in slices from hAβ-KI mice (2 mo and 18 mo *n* = 13 slices) relative to aged-matched WT controls (2 mo *n* = 14 slices, 18 mo *n* = 20 slices). Synaptic responses in control pathway remained stable (no theta stimulation) throughout the recording session. Insets show field synaptic responses collected during baseline (black line) and 1 h after theta burst stimulation (red line). Scale: 1 mV/5 ms. Mean (±SEM) percent potentiation 50–60 min post-TBS was markedly depressed in slices from hAβ-KI mice relative to WT controls (two-way ANOVA, major effect in interaction F_1,56_ = 22.46 and age factor F_1,56_ = 64.52, Tukey’s post hoc test, **p < 0.01 and ****p < 0.0001). **d**, **e** Confocal images of synaptic puncta stained with synaptophysin (green) and PSD-95 (red) antibodies, shows a significant decrease at presynaptic level in hAβ-KI (d4–d6; green) versus WT (d1–d3; blue) mice at 18 months (unpaired, two-tailed *t*-test, **p = 0.0062) (*n* = 5/genotype). **f** Cavalieri method shows significant differences in hippocampal volume between WT (blue) and hAβ-KI (green) mice at 22 months of age (unpaired, two-tailed *t*-test, *p = 0.0199; *n* = 4 in 6 mo-WT and 2 mo-hAβ-KI, *n* = 5 in 2 mo-WT, 10 mo-WT and 6 mo-hAβ-KI, *n* = 6 in 14 mo, 18 mo, 22 mo-WT and 10 mo, 14 mo, 18 mo and 22 mo-hAβ-KI). Data are presented as mean values ± SEM. Scale bar: 10 μm (d1–d6).

In designing the hAβ-KI mice, we floxed the Aβ-encoding exon 14 to permit Cre-mediated ablation of Aβ expression. To determine if a higher-level neurobiological function such as cognition could be rescued, we bilaterally infused adeno-associated virus containing either a control or CAMKII-Cre vector construct into the hippocampus of hAβ-KI mice (Fig. 6a, b). After one month, homozygous hAβ-KI mice treated with control vector (hAβ-KI-C.V) continued to show significant impairment in the object location memory test (OLM) versus WT mice infused with the control vector (WT-C.V) (Fig. 6c). Remarkably, homozygous hAβ-KI mice treated with AAV-CAMKII-Cre construct (hAβ-KI-Cre) showed significant recovery in the OLM test versus hAβ-KI mice infused with the control vector, suggesting that depletion of Aβ reverses the cognitive deficits observed in these mice (Fig. 6c). Soluble Aβ levels did not change in a significant manner between hAβ-KI-C.V mice versus hAβ-KI-Cre mice (Fig. 6d1, d2), whereas insoluble Aβ40 and Aβ42 levels showed a robust reduction in hAβ-KI-Cre mice versus hAβ-KI-C.V mice (Fig. 6d3, d4). These results demonstrate that the humanized Aβ produces a significant cognitive deficit and that suppression of its expression mitigates these impairments.

**Fig. 6:**
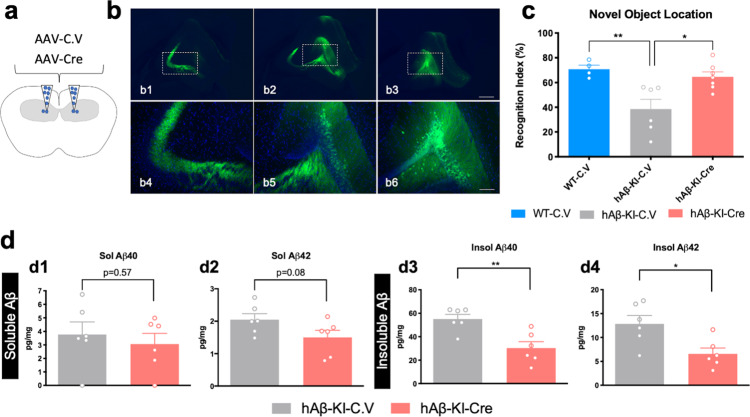
Cre-mediated deletion of Aβ encoding exon ameliorates the hippocampal memory deficits in hAβ-KI mice. **a** Schematic diagram of AAV delivery in the hippocampus (coronal section). **b** Representative images of AAV-CAMKII-GFP construct expression in the hippocampus. **c** Cognitive performance (OLM) of 25-mo WT and hAβ-KI homozygous mice treated with control AAV-CAMKII and experimental AAV-CAMKII-Cre vectors (One-way ANOVA, F_2,14_ = 5.971; Tukey’s post hoc test, *p < 0.05 and **p < 0.01)) (blue = WT-C.V, gray = hAβ-KI-C.V and red = hAβ-KI-Cre). (*n* = 4 in WT-C.V, *n* = 6 in hAβ-KI-C.V and *n* = 7 in hAβ-KI-Cre). **d** Hippocampal Aβ40 and Aβ42 was quantified by MSD V-PLEX Plus Aβ Peptide Panel 1 (6E10) Kit (*n* = 6/genotype/treatment) (gray = hAβ-KI-C.V and red = hAβ-KI-Cre), showing a significant decrease in soluble Aβ40 (unpaired, two-tailed *t*-test, *p* = 0.057) and Aβ42 (unpaired, two-tailed *t*-test, *p* = 0.08) and insoluble Aβ40 (unpaired, two-tailed, *t*-test **p = 0.0042) and Aβ42 (unpaired, two-tailed *t*-test, *p = 0.0149) in hAβ-KI-Cre compared to hAβ-KI-C.V mice. Data are presented as mean values ± SEM. Scale bar: 400 μm (b1–b3), 100 μm (b4–b6). AAV-CAMKII-GFP construct were defined in the figures as control vector (C.V) and AAV-CAMKII-Cre as Cre.

Inflammatory processes are an important hallmark associated with AD^17^. We screened for evidence of inflammation in the hippocampus of the hAβ-KI mice. Soluble pro-inflammatory cytokines, such as IL-1β and TNFα, increased in hAβ-KI mice with aging whereas anti-inflammatory cytokines such as IL-2, IL-4 and IL-10 were decreased (Supplementary Fig. 5a). Similar trends were observed in pro-inflammatory cytokines when hAβ-KI mice were compared to WT mice (Supplementary Fig. 5b). However, anti-inflammatory cytokines were reduced in old hAβ-KI mice versus the other groups (Supplementary Fig. 5b). Collectively, these data suggest that alterations of the immune response are also present in this new animal model. The changes in anti-inflammation-related cytokines were not associated with alterations in microglia or astroglia cell density (Supplementary Fig. 6a, b1, c and d1). However, morphological quantifications showed more immune-reactive astrocytes in old (22 mo) hAβ-KI mice versus younger (2 mo) hAβ-KI mice and WT mice (Supplementary Fig. 6a, b2–b4). No differential morphological alteration was observed in microglia (Supplementary Fig. 6c, d2–d4). These results raise the possibility that immune-reactive astrocytes are involved in formation of OC+/PAS granules. In summary, these data support that anti-inflammatory cytokines decrease with aging but that pro-inflammatory cytokines increase^18^. In addition, it appears that astrocytes, and not microglia, are the predominant reactive cell type observed in these mice and associated with PAS granules. These initial changes in the astrocytic population are consistent with a previous study that reactive astrocytes occur in the hippocampus even before the onset of the symptomatic phase of AD^19^. Together, these studies suggest that earlier changes in astrocytic biology occur in our new model as in AD and that this may contribute to the generation of OC+/PAS aggregates.

### Metabolic, energetic and glutamatergic/ion channels modules are altered in hAβ-KI mice and AD patients

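For the comparison of whole transcriptomes, the 15554 genes with a TPM of at least 1 in at least 2 mice were tested, which is the filter stated in the paper's methods. TPM are not counts, so the genes were compared on the log2(TPM + 1) scale with limma (version 3.58.1), in a single model of the 4 groups with a variance trend on expression. Differentially expressed genes were those with a Benjamini-Hochberg FDR under 0.1 and a p value under 0.05, as in the paper. The authors' own test was edgeR 3.2.2 with a negative binomial distribution. The limma model was tested on 5 simulated data sets in which 200 of the 15554 genes were shifted by 1 on the log2 scale in groups of the same sizes, and recovered at least 95% of them, with 8% to 13.3% of its calls false. The simulated genes varied independently, unlike real ones, so these rates need not hold for correlated genes. They also say nothing of smaller shifts, and the genes called between genotypes at 22 months had a median size of 0.396.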

To investigate the consequence of expressing humanized Aβ on overall gene expression, bulk RNA-seq was performed on transcripts extracted from hippocampal tissue. This analysis identified 5 differentially expressed genes between WT and hAβ-KI mice at 2 months of age (Fig. 7a). 

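At 2 months of age, 6 genes passed the threshold, 5 of them higher and 1 lower in hAβ-KI than in WT mice, and 1041 genes had an unadjusted p under 0.05. Dhcr7 (ENSMUSG00000058454), on chromosome 7 from 143823145 to 143848410, encodes an enzyme of cholesterol synthesis. It had 31.8 ± 5.39 TPM (SD, n = 8) in hAβ-KI and 12.3 ± 1.58 TPM (SD, n = 7) in WT mice, a log2 fold change of 1.30 (standard error 0.11, adjusted p = 7.13e-09 from limma). The lowest hAβ-KI mouse of either age had 20.3 TPM and the highest WT mouse 14.5 TPM. The other 4 higher genes are neighbors on chromosome 14, between 69337174 and 69683286. They are Entpd4, with a log2 fold change of 0.71 (standard error 0.11, adjusted p = 0.000854 from limma), Gm21685 with 0.49, Gm16867 with 1.77 and Gm27177 with 2.06. Most of their sequence is shared, since 75.2% of the 43-base stretches of Entpd4, 98.5% of those of Gm16867 and 100% of those of Gm27177 also occur in other genes, so their levels cannot be assigned to a single copy. In WT mice at this age, Gm16867 was at 0.0557 ± 0.147 TPM (SD, n = 7). The lower gene was Rab4a, named here after its values were seen, with 45.3 ± 2.85 TPM in hAβ-KI and 61.5 ± 4.27 TPM in WT mice (SD) and a log2 fold change of -0.43 (standard error 0.06, adjusted p = 9.77e-05 from limma). The count was 7 after quantile normalization and 5 after rescaling to nuclear protein-coding genes.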

Age-related changes in gene expression were also observed between younger and older mice, within both the hAβ-KI line and the WT controls (Fig. 7b, c). 

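Between 2 and 22 months of age, 777 genes changed in WT mice, 300 upward and 477 downward, and 1428 genes changed in hAβ-KI mice, 600 upward and 828 downward. At an unadjusted p under 0.05 the counts were 2527 and 3095 genes. Both genotypes shared 362 of these genes, and all 362 moved the same way, 179 up and 183 down. Of the 415 genes past the threshold in WT mice only, 355 moved in the same direction in hAβ-KI mice, and of the 1066 past it in hAβ-KI mice only, 917 did so in WT mice. The largest changes in WT mice were increases of C4b, Lcn2, Wfdc17, Lyz2 and Klk6. C4b, a complement gene on chromosome 17 from 34728380 to 34743882, rose from 6.76 ± 1.29 TPM (SD, n = 7) to 34.3 ± 8.88 TPM (SD, n = 8), a log2 fold change of 2.16 (standard error 0.18, adjusted p = 1.64e-08 from limma). In hAβ-KI mice it rose by 2.46 (standard error 0.19, adjusted p = 2.02e-09 from limma), and 39.2% of its 43-base stretches are shared with its paralog C4a. Klk6 rose by 1.60 in WT and 2.41 in hAβ-KI mice, and Lcn2 by 1.71 and 1.96. Lyz2, with 20.5% of its stretches in Lyz1, rose by 1.62 and 1.80, and Wfdc17 by 1.70 and 1.07. The remaining genes among the 5 largest changes of hAβ-KI mice were the non-coding Gm28901, at -2.02, and Gm43118, at 1.89, whose stretches are shared with other genes to 90.3% and 100%. Trem2 rose by 0.65 in WT and 0.64 in hAβ-KI mice (standard errors 0.10 and 0.11, adjusted p = 0.000467 and 0.000636 from limma). Apoe rose by 0.22 and 0.24 (adjusted p = 0.00815 and 0.00354 from limma), but only by 0.06 and 0.03 after quantile normalization, with neither past the threshold. The balance of directions in WT mice depended on the scaling and on single mice, with 38.6% of the calls upward on the deposited scale, 62.7% after quantile normalization, 57.2% after rescaling to nuclear protein-coding genes and 56.7% (296 up and 226 down) without the young WT mouse 119-0. In hAβ-KI mice it was 42.0%, and between 36.15% without mouse 209-0 and 52.1% without mouse 176-0.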

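At 22 months of age, 77 genes passed the threshold between the genotypes, 23 higher and 54 lower in hAβ-KI mice, and 1584 genes had an unadjusted p under 0.05. The median size of the log2 fold change among the 77 genes was 0.396. The largest were those of Gm27177 at 2.18 (standard error 0.33, adjusted p = 0.000933 from limma), Erdr1 at 2.04, Gm16867 at 1.50, and Gm21748 and Gm21860 at 1.48 each. The last pair had the same TPM in every mouse, since the whole of each sequence is shared with the other, and 42.6% of the 43-base stretches of Erdr1 occur in other genes. Erdr1 had 74.9 ± 17.1 TPM (SD, n = 6) in hAβ-KI and 22.8 ± 15.5 TPM (SD, n = 8) in WT mice. Erdr1, Gm21748 and Gm21860 lie close together on chromosome Y, between 90754513 and 90839177, so they are not separate loci. The old groups differed in sex, with 6 males and 2 females in WT and 3 of each in hAβ-KI mice. With sex as a covariate, each of these genes stayed past the threshold. In a model of only the groups compared, 40 genes passed the threshold, 34 of them among the 77, and Erdr1 was no longer past it (adjusted p = 0.141 from limma).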

Most notably, significant differences in gene expression were uniquely present in ~14 genes in older (22-mo-old) hAβ-KI mice relative to age-matched WT controls (Fig. 7d). These genetic differences were also found in the younger hAβ-KI and WT controls (Fig. 7e). 

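The direction of the genotype difference at 2 months was the same as at 22 months for 63 of the 77 genes (exact binomial test, two-sided, p = 1.41e-08). That test treats genes as independent, which they are not. In a further test, chosen after the count was seen, the 15 young mice were split into groups of the same sizes in all 6435 ways, and 129 splits gave as many genes in the direction of 22 months (exact permutation test, one-sided, p = 0.020), with a median of 39 genes. Of the 54 genes lower at 22 months, 53 were also lower at 2 months, and of the 23 higher genes, 10 were also higher, whereas 64.6% of all genes tested were lower in young hAβ-KI mice. The median log2 fold change of the lower genes was -0.35 at 22 months and -0.07 at 2 months, and that of the higher genes was 0.51 and -0.02. At 2 months, 26 of the 77 genes had an unadjusted p under 0.05 and 5 passed the threshold, namely Dhcr7 and the chromosome 14 genes Entpd4, Gm21685, Gm16867 and Gm27177. For the 14 genes of Fig. 7e, 1 passed it at 2 months over all genes tested and 8 did when adjusted over the list alone. Among these 8, Tppp3 went the opposite way, at -0.22 at 2 months and 0.40 at 22 months. The study chose that list on these samples, so the count adjusted over the list is not independent evidence.

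**Figure D1:**
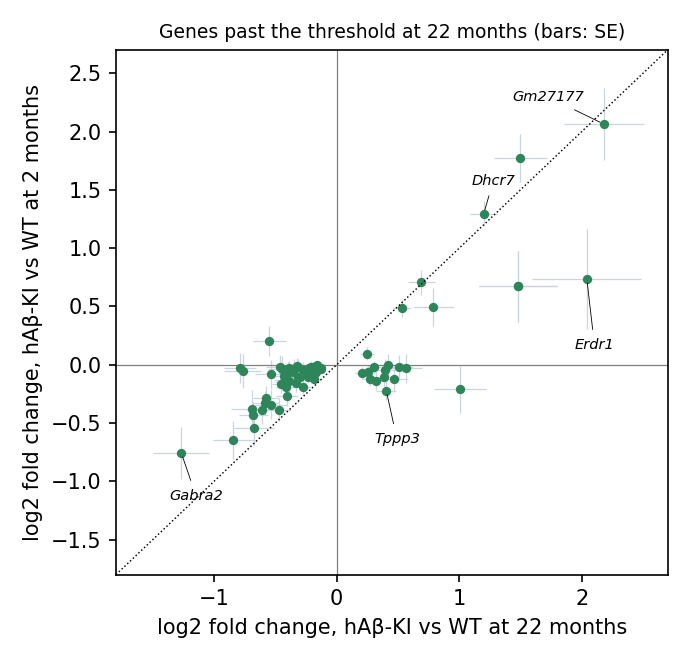
Log2 fold change between hAβ-KI and WT mice at 22 months (x axis) and at 2 months (y axis) on the log2(TPM + 1) scale for the 77 genes past the threshold at 22 months; points are genes, bars are standard errors and the dotted line marks equal changes. Of the 54 genes to the left of 0, 53 lie below 0 on the y axis, most of them near it, and Dhcr7 and Gm27177 lie near the dotted line.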

The altered genes included those involved in metabolism (*Dhcr7, Sdhd, Hspe1 and Wdfy1*), neuroplasticity/neurotransmission (*Atp2b1, Gabra2, Lppr4, Tppp3, Diras2 and Nsmf*), as well as changes in transcriptional and splicing-related factors (*Chd4, Psip1and R3hdm4*) (Fig. 7e). These findings indicate that expression of humanized Aβ at physiological levels is sufficient to trigger alterations in expression of genes involved in key biological processes, including metabolism, synaptic plasticity and memory-related functioning.

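Of the 14 genes of Fig. 7e, 11 passed the threshold over all genes tested at 22 months and all 14 did adjusted over the list alone, 5 of them higher and 9 lower in hAβ-KI mice, on a list the study drew from these mice. Dhcr7 was again the clearest, with 27.9 ± 3.91 TPM (SD, n = 6) in hAβ-KI and 11.6 ± 1.75 TPM (SD, n = 8) in WT mice, a log2 fold change of 1.20 (standard error 0.11, adjusted p = 1.25e-07 from limma). Gabra2 (chromosome 5, 70957597 to 71095849), which encodes a GABA receptor subunit, had 33.8 ± 13.9 TPM (SD, n = 6) against 78.0 ± 5.92 TPM (SD, n = 8), a log2 fold change of -1.27 (standard error 0.23, adjusted p = 0.00680 from limma). Among hAβ-KI mice of both ages it ranged from 23.35 to 91.0 TPM, and its spread within the hAβ-KI groups was 3.47 times that within the WT groups. Wdfy1 (chromosome 1, 79702262 to 79776143) had 12.6 ± 7.86 TPM (SD, n = 6) against 25.7 ± 1.93 TPM (SD, n = 8), and with a spread 5.11 times that of WT mice it did not pass the threshold (log2 fold change -1.18, standard error 0.34, adjusted p = 0.172 from limma). Chd4 fell by 0.68 (standard error 0.12, adjusted p = 0.00341 from limma) and Lppr4 by a log2 fold change of -0.45 (standard error 0.08, adjusted p = 0.00329 from limma). Each stayed past the threshold in all 8 alternatives and all 14 fits that left out a mouse. Tppp3 rose by 0.40 and Psip1, with 11.0% of its stretches in other genes, by 0.51 (adjusted p = 0.0231 and 0.0347 from limma). R3hdm4 at -0.24, Nsmf at -0.23 and Diras2 at -0.55 passed with adjusted p of 0.0485, 0.0916 and 0.0812 from limma, and Nsmf was past the threshold in 3 of the 8 alternatives and Diras2 in 4. Atp2b1 was at -0.44 (adjusted p = 0.104 from limma) and passed the threshold with sex as a covariate (0.0692) or with only genes of a mean TPM of at least 1 tested.

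**Figure D2:**
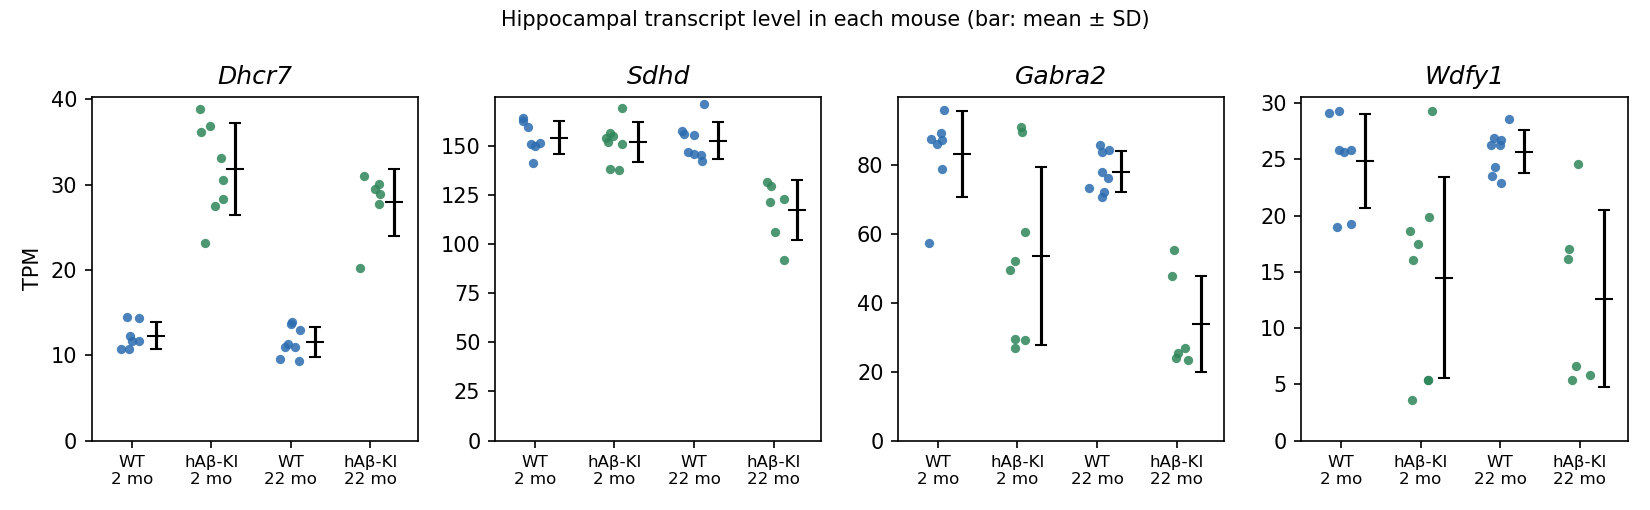
TPM of Dhcr7, Sdhd, Gabra2 and Wdfy1 in the hippocampus of each WT (blue) and hAβ-KI (green) mouse at 2 and 22 months of age; points are mice and black bars the group mean ± SD. All hAβ-KI mice lie above all WT mice for Dhcr7, and the hAβ-KI mice are spread from 23.35 to 91.0 TPM for Gabra2.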

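Whether the genotype difference itself changed with age was tested by the interaction of genotype and age in the same limma model. Tppp3 alone passed the threshold, with a difference between the log2 fold changes of 0.63 (standard error 0.11, adjusted p = 0.0966 from limma), since it was at 66.7 ± 5.64 TPM (SD, n = 8) in hAβ-KI and 78.1 ± 9.37 TPM (SD, n = 7) in WT mice at 2 months, and at 111 ± 14.1 TPM (SD, n = 6) and 83.2 ± 9.16 TPM (SD, n = 8) at 22 months. An unadjusted interaction p under 0.05 was found for 1067 genes. Adjusted over the Fig. 7e list alone, a list picked for its difference at 22 months, 7 genes passed. These were Tppp3, Sdhd, Diras2, Hspe1, Psip1, Lppr4 and Nsmf. From the genes that differed between old hAβ-KI and WT mice and the functions it assigns to them, the paper concludes that humanized Aβ at its physiological level is enough to change the expression of genes of metabolism, synaptic plasticity and memory.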

**Fig. 7:**
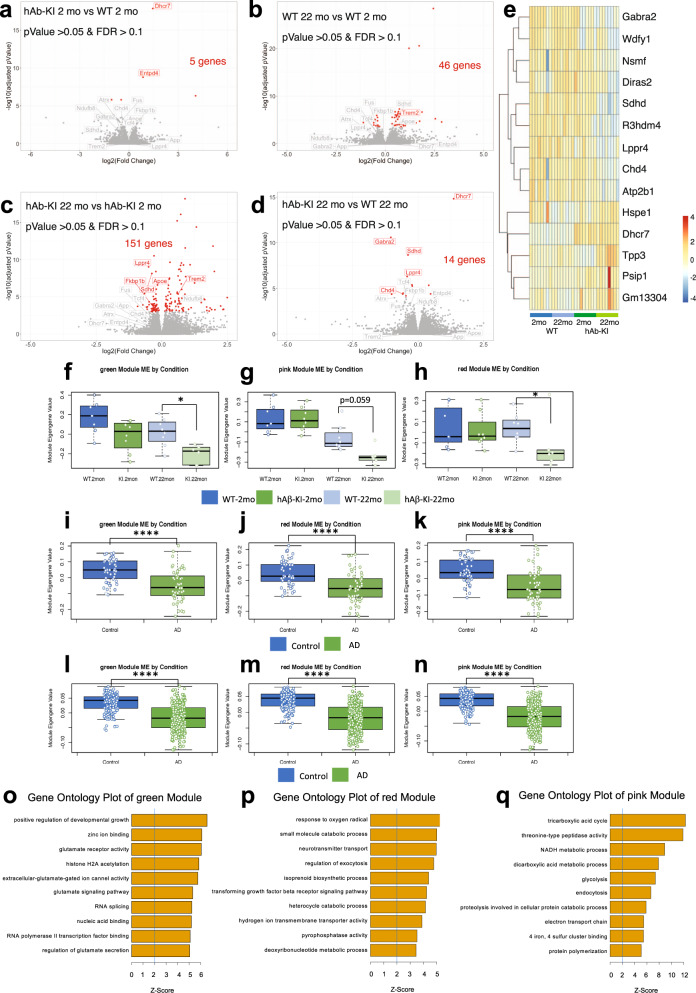
Transcriptomic analysis in hAβ-KI mice. Differential gene expression analysis was performed comparing 2 months WT and hAβ-KI mice (**a**), 2 and 22 months WT mice (**b**), 2 and 22 months hAβ-KI mice (**c**) and 22 months WT and hAβ-KI mice (**d**), differentially expressed gene were selected following *p* < 0.05 and FDR < 0.1 values (*n* = 6 in hAβ-KI 22 mo, *n* = 7 in WT 2 mo and *n* = 8 in WT 22 mo and hAβ-KI 2 mo). **e** Heatmap of group d of genes with *p* < 0.05 and FDR < 0.1 were represented with expression data from the 2 months WT and hAβ-KI mice added. Module eigengene trajectory of green (**f**), pink (**g**) and red (**h**) modules in WT and hAβ-KI mice at 2 and 22 months (*n* = 6 in hAβ-KI 22 mo, *n* = 7 in WT 2 mo and *n* = 8 in WT 22 mo and hAβ-KI 2 mo) (blue = WT 2 mo, light-blue = WT 22 mo, green = hAβ-KI 2 mo and light-green = hAβ-KI 22 mo). Module eigengene trajectory of green (**i**), red (**j**) and pink (**k**) modules in human temporal cortex AD data (^28^, *n* = 160 samples) (blue = control and green = AD). Module eigengene trajectory of green (**l**), red (**m**) and pink (**n**) modules in human AD frontal cortex data (^64^, *n* = 680 samples) (blue = control and green = AD). In all the boxplots, the upper and lower lines represent the 75th and 25th percentiles, respectively, while the center line represents the median (unpaired, two-tailed, *t*-test *p < 0.05 and ****p < 0.0001 were used). Gene ontology term enrichment for green (**o**), red (**p**) and pink (**q**) modules.

Furthermore, we applied weighted gene co-expression network analysis (WGCNA)^20^ to place transcriptomic changes in hAβ-KI mice within a system-level framework. WGCNA has been successfully used to unravel meaningful biological relationships associated with disease in human and mouse model systems^21–23^. WGCNA identifies modules consisting of highly correlated genes, in which the module eigengene, or the first principal component of module gene expression, can be used as a module summary. To identify which modules provide the most biological explanatory power, modules are annotated as to whether their expression is correlated to disease status, whether genes specific to these modules are enriched in specific biological pathways or cells types, and whether there are potential confounders^22,24,25^. We identified three mRNA modules significantly associated with homozygosity of hAβ-KI – labeled green, red and pink (FDR *q* < 0.05, Supplementary Fig. 7). These modules are downregulated in hAβ-KI mice at 22-months only but not at 2-months (Fig. 7f–h), consistent with histopathological changes in the hAβ-KI mice at 22-months. 

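The genes of each module that are legible in the network plots of Supplementary Fig. 7 stood for the module here, with 96 genes for green, 100 for red and 95 for pink. They were chosen by the study on these same mice, so the values below describe those genes and are not independent evidence. The eigengene was computed as the first principal component of the standardized log2(TPM + 1) values over all 29 mice, in units of its SD, and it held 72.3%, 64.2% and 74.5% of the variance of the green, red and pink genes. At 22 months, the green eigengene was -1.17 ± 0.462 (SD, n = 6) in hAβ-KI and 0.120 ± 0.763 (SD, n = 8) in WT mice, a difference of -1.29 (exact two-sided permutation test, p = 0.00466, adjusted p = 0.0140 over the 3 modules). All 96 green genes were lower in hAβ-KI mice, 9 of them past the threshold over all genes tested and 66 adjusted over the list alone. With the module summarized by each of the alternative settings, the green difference stayed between -1.41 and -1.10. Among these settings, the mean of the module's genes is not in units of the eigengene's SD, so its value cannot be compared in size.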

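At 2 months of age, the green eigengene differed by -1.02 between hAβ-KI and WT mice (exact two-sided permutation test, p = 0.0292, adjusted p = 0.0877), the red by -0.18 (exact two-sided permutation test, p = 0.7203, adjusted p = 0.955) and the pink by -0.02 (exact two-sided permutation test, p = 0.955 before and after adjustment). All 96 green genes were lower in hAβ-KI mice at this age too, none past the threshold over all genes tested and 57 adjusted over the list alone. The change of the genotype difference from 2 to 22 months was tested directly. It was -0.27 for green (p = 0.619), -0.68 for red (p = 0.361) and -0.85 for pink (p = 0.0882, adjusted p = 0.265), each from 100000 permutations. After quantile normalization the pink change was -1.43 (adjusted p = 0.00465 from the same permutation test), and after rescaling to nuclear protein-coding genes it was -1.30 (adjusted p = 0.00732). Between 2 and 22 months the green eigengene changed by -0.830 in WT mice (exact permutation test, p = 0.0580) and by -1.102 in hAβ-KI mice (exact permutation test, p = 0.0157).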

Cell-type enrichment analysis demonstrated that the red and pink modules are enriched in neuronal marker genes, but the green module is not enriched in any cell-type specific markers (Supplementary Fig. 7b). Functional annotation of the green module shows that it is enriched in gene-ontology (GO) terms related to glutamate-ion channel binding and signaling and histone acetylation (Fig. 7o and Supplementary Fig. 7c). One of the hub genes of the green module is *Gria2*, a GluR2 subunit of the AMPA receptor, which is involved in cell migration and calcium signaling^26^. 

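Gria2 (ENSMUSG00000033981), on chromosome 3 from 80681450 to 80802835, had 71.2 ± 5.07 TPM (SD, n = 6) in hAβ-KI and 79.5 ± 7.16 TPM (SD, n = 8) in WT mice at 22 months of age. The log2 fold change of -0.15 (standard error 0.08, adjusted p = 0.522 from limma) was not past the threshold. Across the 8 alternatives the adjusted p lay between 0.414 and 0.638.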

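Grin2a (ENSMUSG00000059003), which encodes a subunit of the NMDA receptor and lies on chromosome 16 from 9567898 to 9995560, was at 12.25 ± 2.02 TPM (SD, n = 6) in hAβ-KI and 16.2 ± 1.39 TPM (SD, n = 8) in WT mice of 22 months. Its log2 fold change of -0.39 (standard error 0.09, adjusted p = 0.0677 from limma) passed the threshold, and 11.7% of its 43-base stretches also occur in other genes. It was past the threshold in 7 of the 14 fits that left out a mouse. Gria3, on the X chromosome, was at -0.16 (adjusted p = 0.5677 from limma), with 30.7 ± 3.47 TPM in hAβ-KI and 34.4 ± 3.67 TPM in WT mice (SD). It did not pass the threshold in any alternative.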

The green module also includes other genes involved in glutamate signaling including *Grin2a*, *Gria3* and *Grm1*. The red module, which is also downregulated in hAβ-KI mice at 22-months, is enriched in GO terms related to neurotransmitter transport and metabolic processes (Fig. 7p and Supplementary Fig. 7d). 

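The red eigengene at 22 months was -0.741 ± 1.27 (SD, n = 6) in hAβ-KI and 0.122 ± 0.756 (SD, n = 8) in WT mice. The difference of -0.86 was not past the threshold (exact two-sided permutation test, p = 0.138 before and after adjustment over the modules). Of the 100 red genes, 98 were lower in hAβ-KI mice with a median log2 fold change of -0.07, and none passed the threshold over all genes or adjusted over the list alone, while 16 had an unadjusted p under 0.05. The hAβ-KI mouse 66-0 had an eigengene of 1.81, where the other hAβ-KI mice of its age lay between -1.52 and -0.946. Without this mouse the difference was -1.44 (adjusted p = 0.0117 from the exact permutation test).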

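The pink eigengene at 22 months was -1.25 ± 0.435 (SD, n = 6) in hAβ-KI and -0.372 ± 0.672 (SD, n = 8) in WT mice, a difference of -0.87 (exact two-sided permutation test, p = 0.0127, adjusted p = 0.0190). It fell with age by 1.93 in hAβ-KI mice (exact two-sided permutation test, p = 0.000333, the smallest p that these group sizes allow) and by 1.08 in WT mice (exact two-sided permutation test, p = 0.0129, adjusted p = 0.0387). The latter was not past an adjusted p of 0.05 in 8 of the 15 fits that left out a mouse. At 22 months, 4 of the 95 pink genes passed the threshold between the genotypes over all genes tested and 23 did adjusted over the list alone, each of them lower in hAβ-KI mice. Aldoa, on chromosome 7 from 126795234 to 126800751, had 2124 ± 80.3 TPM (SD, n = 6) in hAβ-KI and 2264 ± 113.8 TPM (SD, n = 8) in WT mice, a log2 fold change of -0.09 (standard error 0.04, adjusted p = 0.342 from limma). Cx3cl1 had a log2 fold change of -0.04 (standard error 0.04, adjusted p = 0.762 from limma) between the genotypes at 22 months, and fell with age by 0.18 in WT and 0.20 in hAβ-KI mice (adjusted p = 0.00377 and 0.000906 from limma).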

The downregulated pink module is enriched in mitochondrial energetics-associated GO terms and include genes like *Aldoa*, an aldolase and *Cx3cl1* (Fractalkine) (Fig. 7q and Supplementary Fig. 7e).

To investigate the possible relevance of these changes in gene expression to those occurring in human AD, we determined whether the hAβ-KI associated modules are preserved in human AD cases. Using module preservation analysis, we found that green, red and pink modules are highly represented in human AD data (Z_summary_ > 5, Supplementary Fig. 7f)^22,27^. Using synthetic module-eigengene revealed that green, red and pink modules are downregulated in AD temporal cortex data^28^ (Fig. 7i–k) as well as frontal cortex^23^ (Fig. 7l–n). Together, these results support concordance between changes in gene expression involved in neurotransmitter-mediated signaling, mitochondrial energetics and metabolism in hAβ-KI mice and those observed in human AD cortical samples.

## Discussion

This study demonstrates that substitution of mouse Aβ with the wild-type human isoform is sufficient to produce significant changes in cognition, synaptic plasticity, inflammation, astrocyte-associated OC+/PAS granule formation, and gene expression. These physiological alterations were associated with an age-dependent increase of insoluble Aβ. The Aβ encoding exon in these hAβ-KI mice was floxed to permit temporal and cell-specific control of Aβ production. Using this feature, we showed it is possible to halt Aβ production, reverse the cognitive deficits in the advanced-aged hAβ-KI mice and reduce the quantity of OC+/PAS granules.

The discovery of AD-associated genes has provided a crucial tool for the development of AD animal models, facilitating dissection of the underlying molecular mechanisms and the identification of potential therapies^1–4,7,29,30^. Although the current rodent models have helped to advance the field, the initial optimism for developing effective treatments to slow, halt or reverse AD has been dampened by the lack of success in translating interventions into the clinic^5–7^. Many reasons may underlie the failure to translate therapies from the bench to the bedside, but one likely and significant factor is that all of the extant AD models harbor autosomal-dominant AD genes, whereas most patients do not. Importantly, because these autosomal-dominant mutations result in early onset of pathology, they preclude investigation of the influence of aging—the principal risk factor for sporadic AD. In addition, the majority of widely used AD animal models harbor supraphysiological expression of several human transgene (including APP and TAU), driven by ectopic transcriptional regulatory elements inserted randomly into the mouse genome^1–4^. The expression of genes via heterologous regulatory elements can result in non-physiological expression patterns and, critically, may influence the outcome when studying the responsiveness of disease-associated genes to genetic and environmental risk factors, including aging^1–4^. Moreover, the insertion of transgenes can in some cases affect essential genes or regulatory elements, which could then produce disassociated biological functions and/or pathological phenotypes that are absent in the human cases^1–4^. A few animal models have been generated to circumvent these limitations, such as several mutant-bearing APP-KI mice^9,31,32^, which are useful for investigating the pathways leading to FAD. We believe that the development of wild-type hAβ-KI mice described here will complement such models, and together will promote a better understanding of the influences that aging, the environment and other factors have on AD.

The hAβ-KI mice develop age-associated increase of insoluble Aβ, and decrease of soluble Aβ, reproducing previous observation in human AD cases and suggesting that progressive shift from soluble to insoluble Aβ pools may play a mechanistic role in the onset and progression of AD^33^. However, in our new model, increased insoluble Aβ (including Aβ40 and Aβ42) did not result in the formation of amyloid aggregates. Possible explanations for this finding include: (1) a higher threshold of Aβ is necessary to trigger Aβ pathology in mice, (2) considering that amyloid build up in the human brain takes place during a long asymptomatic phase, it is possible that more time is necessary for insoluble Aβ to form plaques, (3) Aβ42/40 ratio did not change across the lifespan of the hAβ-KI mice (4) age-associated impairment in clearance pathways is also necessary as in LOAD cases to facilitate Aβ plaque formation or (5) the influence of different risk factors (e.g., genetics, diet, environment, or co-morbidities) are required for triggering the onset and progression of the disease^34–38^. Nonetheless, the hAβ-KI mouse model contains seeding-competent aggregates, which increases the utility of this model to screen for additional genetic and environmental changes that can lead to formation of plaques.

This new hAβ-KI model develops OC+/PAS+ clusters of granules that are intimately associated with astrocytes in brain regions relevant to AD. These granules have previously been described in advanced-aged mice and in models of accelerated brain aging, and are carbohydrate-rich deposits composed mainly of break-down products from degenerating astrocytes, neurons and oligodendrocytes^39,40^. Alterations in astrocytic processes are also observed in the hAβ-KI model, raising the possibility that changes in astrocytic biology leads to the formation of OC+/PAS+ granules. We also demonstrated that the presence of human Aβ accelerates the appearance and accumulation of OC+/PAS+ granules, and that this is further exacerbated by familial AD mutations. The appearance of these granules coincides with cognitive impairments in hAβ-KI mice, suggesting that the neurodegenerative process starts relatively early in this model. Of note, PAS granules have been described in human brains (originally by Purkinje, known as Corpora Amylacea (CA)), and their presence is increased in AD cases as well as other degenerative conditions^40–42^. A recent study showed that CA accumulate at the same locations in the human brain as we describe in the hAβ-KI mice, and represent an important mechanism for waste clearance from the brain parenchyma to the cerebrospinal fluid (CSF), then to the meninges and cervical lymph nodes^42^. The build-up of CA (OC+/PAS granules) may indicate that such waste clearance mechanisms are being impaired, or overloaded or both, and could be an early stage in AD pathogenesis. Notably, recent evidence has shown that these same PAS/CA granules contain hypo-phosphorylated tau, in both 3xTg-AD and human AD hippocampi, and suggest that they represent an important clearance mechanism for tau from the brain parenchyma^40^. The findings that they are induced by aging and human Aβ may represent an important link between aging, Aβ, and tau pathologies in AD relevant brain regions.

We also demonstrated that humanizing the Aβ sequence in this mouse strain produces significant changes in cognitive and synaptic processes and that halting Aβ expression in the hAβ-KI model mitigates the cognitive impairments. Studies in multiple animal models have shown that synaptic deficits occur before amyloid plaque formation, supporting that Aβ oligomers are the main toxic species leading to synaptic dysfunction and cognitive impairments in AD (reviewed in^43,44^). Our study suggests that non-aggregated oligomeric species present in our model are responsible for the cognitive and synaptic deficits observed, and that the reduction of Aβ mitigates the cognitive deficits in the hAβ-KI mice. This is consistent with other studies, including one from our lab using genetically controllable transgenic model expressing a mutant form of APP, which demonstrated that cognitive and synaptic function can be restored upon reduction of APP/Aβ expression^45,46^. These findings show that wild-type human Aβ is sufficient to produce profound alterations in cognitive and synaptic processes in mice.

Transcriptomic analysis showed that ~15 genes were altered in old hAβ-KI mice compared to WT mice. Alteration of these genes has been also described in human cases, for example, *Gabra2* encodes for the alpha 2 subunit of the GABA receptor (GABAα2), and a recent study *in postmortem* LOAD cases has shown significant alterations in the GABA receptor expression and currents, including GABAα2^47^, indicating that alterations in the GABA system might be an important contributing factor to the cognitive and synaptic changes observed in AD and in the hAβ-KI mice. 

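The number of genes past the threshold between old hAβ-KI and WT mice varied with the mice included. Across the 14 fits that each left out a mouse of 22 months, it lay between 30 genes, without hAβ-KI mouse 67-2, and 143 genes, without hAβ-KI mouse 66-0. The paper's text and Fig. 7 name 17 of the 77 genes found with all mice. Among these, Tcf4, a transcription factor gene on chromosome 18, was at -0.58 (standard error 0.11, adjusted p = 0.00722 from limma) with 162 ± 22.8 TPM (SD, n = 6) in hAβ-KI and 242 ± 36.0 TPM (SD, n = 8) in WT mice. Fkbp1b was at -0.35 and Ndufb8 at -0.20 (adjusted p = 0.0347 and 0.0441 from limma). Atrx, at -0.77 with an adjusted p of 0.129 from limma, was not past the threshold. Gm13304, which appears in Fig. 7e and whose sequence is wholly shared with other genes, ranged from 0.14 to 30.1 TPM among old hAβ-KI mice (adjusted p = 0.283 from limma).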

Mitochondrial perturbation has also been identified in sporadic AD cases, and elevated level of mitochondrial unfolded protein response (mtUPR) has been expressed as consequence of the accumulation of damaged or unfolded proteins in the mitochondria^48,49^. In this regard, increases in *Hspe1*, which encodes for heat shock protein family E member 1 (HSPE1), may be indicative of mitochondrial proteostasis alterations in the hAβ-KI mice and may contribute to the formation of PAS granules. Furthermore, expression of *Sdhd*, a nuclear gene encoding a subunit of succinate dehydrogenase (complex II) of the electron transport chain was reduced in 22-month-old hAβ-KI mice versus age-matched wild type mice. Together, these findings at the mRNA level are consistent with studies in postmortem AD cases identifying that these markers are significantly altered in humans^48–50^. Furthermore, WGCNA assay demonstrated that changes in gene expression involved in neurotransmitter-mediated signaling, mitochondrial energetics and metabolism in hAβ-KI mice are preserved in AD. Collectively, we have identified several important phenotypic features (including, synaptic, cognitive, inflammatory, neurodegenerative and transcriptomic changes) that resemble the human condition. Thus, the hAβ-KI line may prove useful for investigating the primary risk factor for AD—aging— as well as the effect of multiple risk factors (e.g., genetics, diet, environment, or co-morbidities) in the pathogenesis of the disease.

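Hspe1 (ENSMUSG00000073676), on chromosome 1 from 55088132 to 55091307, had 191 ± 9.30 TPM (SD, n = 6) in hAβ-KI and 166 ± 10.1 TPM (SD, n = 8) in WT mice at 22 months of age. The log2 fold change was 0.20 (standard error 0.05, adjusted p = 0.0916 from limma). In 4 of the 8 alternatives, among them sex as a covariate, Hspe1 was not past the threshold, with an adjusted p of up to 0.164, and it was past it in 2 of the 14 fits that left out a mouse. At 2 months it was at 178 ± 11.8 TPM (SD, n = 8) in hAβ-KI and 187 ± 15.6 TPM (SD, n = 7) in WT mice (log2 fold change -0.07, adjusted p = 0.903 from limma), and it fell with age in WT mice by 0.17 (adjusted p = 0.0570 from limma). Of its 43-base stretches, 25.3% also occur in other genes, and 19.8% occur in the single gene AC117239.2.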

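Sdhd (ENSMUSG00000000171), on chromosome 9 from 50596357 to 50603812, had 117 ± 15.3 TPM (SD, n = 6) in hAβ-KI and 153 ± 9.44 TPM (SD, n = 8) in WT mice at 22 months of age. The log2 fold change was -0.39 (standard error 0.06, adjusted p = 0.00234 from limma). All old hAβ-KI mice, at 91.75 to 131 TPM, lay below all old WT mice, at 142 to 171 TPM. It stayed past the threshold in the 8 alternatives and in the 14 fits that left out a mouse. In hAβ-KI mice Sdhd fell with age by 0.38 (standard error 0.06, adjusted p = 0.000461 from limma), while in WT mice the change was -0.02 (adjusted p = 0.934 from limma). The paper's Source data give a log2 fold change of -0.3855 between the genotypes at 22 months.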

The hAβ-KI mouse model described here is an important foundation for the recently established consortium Model Organism Development and Evaluation for Late-Onset Alzheimer’s disease (MODEL-AD). This NIA-led initiative seeks to: develop the next generation of animal models based on human data; institute a standardized and rigorous process for characterization of animal models; align the pathophysiological features of AD models with corresponding stages of clinical disease using translatable biomarkers; establish guidelines for rigorous preclinical testing in animal models; and ensure rapid availability of animal models, protocols and validation data to all researchers for preclinical drug development. We believe this hAβ-KI mouse will serve as a valuable component of a platform that includes other humanized genes such as *MAPT* (encoding TAU) or *APOE*4 to produce novel and improved models to investigate AD. Moreover, the hAβ-KI mouse line will also serve as useful foundation to introduce and identify factors (namely genetic, environmental and co-morbid conditions) that drive AD pathology.

## Methods

### Mouse housing

Mice were housed in Super Mouse 750^TM^ ventilated cages (Lab Products, Inc, Seaford, DE, USA). Cages contained 1/8” corn cob bedding (bed-o-cobs) and also contained 2 cotton nestlet squares for bedding. Lights were on a 12 h ON/OFF cycle, room temperature was set at 72°F with a variance of ±2°F, and ambient humidity conditions. A standard food diet (Envigo, Placentia, CA, USA; Ref 2020x) and water (purified by reverse osmosis) were provided ad libitum.

### Production of a humanized wild-type Aβ knock-in mice

The mouse BAC RP23-424A20, containing the entire *App* gene, was used to amplify and sub-clone a 3.6 kb *Kpn I* – *Pac I* region containing *App* exon 14 (ENSMUSE00000131684; *App-201* isoform ensembl.org). The Aβ coding sequence within exon 14 was modified by changing three bases to produce three amino acid substitutions (amino acids 5 (G- > R), 10 (F- > Y) and 13 (R- > H)). *LoxP* sites were added to flank exon 14 and a *FRT* site-flanked neo selection cassette (pM-30) was used to enable G418-selection in mouse ES cells. The targeting vector was electroporated into C57BL/6N derived JM8.N4 ES cells. Correctly targeted ES cells were injected into C57BL/6J blastocysts. To remove the neo selection cassette, the resulting male chimeras were bred with Actin-FLPe transgenic female mice, N5 on C57BL/6NTac (JAX Stock No. 005703). Resulting male offspring that no longer carried the selection cassette were then bred with C57BL/6J females to remove the Tg(ACTFLPe) 9205Dym transgene. The mice were then intercrossed to produce homozygotes that were subsequently intercrossed for 7–8 generations, and then bred with C57BL/6NTac wild-type mice once. Heterozygotes were intercrossed to generate homozygotes for the hAβ-KI allele that are also homozygous wild-type for *Nnt*. Male and female homozygous and heterozygous hAβ-KI and wild type (WT) mice aged 2-, 6-, 10-, 14-, 18- and 22-months (*n* = 12–19/genotype/age) were used in the current study. The hAβ-KI mice (official strain name B6(SJL)-*App*^*tm1.1Aduci*^/J) are available from The Jackson Laboratory (JAX Stock No. 030898). Homozygous hAβ-KI were crossed with homozygous B6.129-Psen1^tm1Mpm^/J mice (JAX Stock No. 004193), the resulting heterozygous hAβ-KI/ PS1^M146V^ mice were intercrossed to obtain homozygous knock-in mice hAβ-KI/ PS1^M146V^ and aged to 18 months. In addition, B6;129-Tg(APPSwe,tauP301L)1Lfa Psen1^tm1Mpm^/Mmjax mice (JAX Stock No. 34830) mice were used at 12, 18 and 22 month of age as positive control in many experimental readouts. All animal procedures were performed in accordance with National Institutes of Health and University of California, Irvine Animal Care and Use Committee, who approved the study protocol. Primer pairs for animal genotyping is included in Supplementary Table. 1.

### Tamoxifen administration

B6.Cg-Ndor1 ^Tg(UBC-cre/ERT2)1Ejb^/2J (JAX Stock No. 008085) were crossed with homozygous hAβ-KI mice to generate animals with which to verify that the *loxP* sites were functional. F1 *App*^*hAb-KI/+*^; UBC-Cre-ERT2 hemizygous mice at 4 months of age received one intraperitoneal (i.p) injection of Tamoxifen (T5648; Sigma-Aldrich, Saint Louis, MO, USA) per day during 5 days (200 μl per injection at 20 mg/ml of tamoxifen diluted in sunflower oil). Mice were sacrificed at two time points, 24 h and 1 month after the last injection. Brains were collected and immunoblotting analysis was performed as described below. In addition, hAβ-KI^+/+^/ UBC-CRE^ERT2+/−^ mice were treated for 5 consecutive days with tamoxifen (5 mg per 25 g body weight) or vehicle (sunflower oil) via oral administration at 2 months of age. Mice were aged and sacrificed at 8 months of age. Primer pairs for animal genotyping is included in Supplementary Table. 1.

### Behavior analysis

Novel object recognition: Before testing each mouse was habituated to an empty Plexiglas arena (45 × 25 × 20 cm) for 4 consecutive days. The lighting intensity in each behavioral task was measured at 44 lux. The arena and the stimulus objects were cleaned thoroughly between trials to ensure the absence of olfactory cues. If an animal did not explore both objects during the training phase for any behavioral test, the test was not scored. Animal exploration was considered if the mouse’s head was within 2.54 cm (i.e., one inch) of the object, with its neck extended and vibrissae moving. Simple proximity, chewing, or standing on the object was not scored as exploratory. All exploratory segments and tests were videotaped for scoring purposes. For the novel object recognition testing, mice were exposed to two identical objects placed at opposite ends of the arena for 10 min. After 24 h, mice were presented for 10 min with one of the familiar and a novel object of similar dimensions. The discrimination index represents the percentage of time that mice spent exploring the novel object^51^.

Novel object location: This behavior test was performed 1 month after virus administration^52^. Before testing each mouse was habituated to an empty white acrylic arena (30.5 × 30.5 × 30.5 cm) for 6 consecutive days. The lighting intensity in each behavioral task was measured at 44 lux. A black vertical stripe was fixed on one of the walls and arena was covered with Sani-Chips bedding (P.J Murphy Forest Products). The arena and the stimulus objects were cleaned thoroughly between trials to ensure the absence of olfactory cues. If an animal did not explore both objects during the training phase for any behavioral test, the test was not scored. Animal exploration was considered if the mouse’s head was within 2.54 cm (i.e., one inch) of the object, with its neck extended and vibrissae moving. Simple proximity, chewing, or standing on the object did not count as exploratory. All exploratory segments and tests were videotaped for scoring purposes. For this test, mice were exposed to two identical objects in the arena for 10 min. After 24 h, one object was moved to a new location within the arena and mice were allowed to explore both objects for 5 min. The discrimination index represents the percentage of time that mice spent exploring the novel location.

Contextual fear conditioning: During training, mice were placed in the fear-conditioning chamber (San Diego Instruments, San Diego, CA) and allowed to explore for 2 min 30 s before receiving one electric foot shock (duration, 2 s; intensity, 0.2 mA). Animals were returned to the home cage 30 s after the foot shock. Twenty-four hours later, behavior in the conditioning chamber was video recorded during 5 min and subsequently analyzed manually for freezing by a blind investigator. Freezing was defined as the absence of all movement except for respiration.

### Tissue preparation

After deep anesthesia with CO_2_, WT, hAβ-KI, hAβ-KI/ PS1^M146V^, hAβ-KI^+/+^/ UBC-CRE^ERT2+/−^ and 3xTg-AD mice were perfused transcardially with 0.1M phosphate-buffered saline (PBS, pH 7.4). Following dissection, half of the brain tissue was used for biochemical analysis and the other half for immunohistochemical analysis^51^.

### Immunoblotting

Equal amounts of protein (10–20 μg) were separated through 10% Bis-Tris gel (Invitrogen, Carlsbad, CA, USA) and transferred to nitrocellulose membranes. Membranes were blocked for 1 h in 5% (w/v) suspension of bovine serum albumin (BSA; Gemini Bio-Products, West Sacramento, CA, USA) in 0.2% Tween 20-Tris-buffered saline (TBS) (pH 7.5). After blocking, the membranes were incubated overnight at 4 °C, with one of the following primary antibodies: 6E10 (1:1000; BioLegend, San Diego, CA, USA; Catalog # 83001, Lot #B2261151), anti-APP-CT20 (1:1000; EMD Millipore, Burlington, MA, USA; Catalog #171610, Lot #D00080225), anti-APP-22C11 (1:1000; EMD Millipore, Burlington, MA, USA; Catalog #MAB348, Lot #2280425. Membranes were washed in 0.2% Tween 20-TBS for 20 min and incubated at 20 °C with the specific secondary antibody anti-rabbit IgG (H + L), HRP conjugate (1:10000 Invitrogen, Carlsbad, CA, USA; Catalog #31460, Lot #RL240411) and anti-mouse IgG (H + L), HRP conjugate (1:10000 Invitrogen, Carlsbad, CA, USA; Catalog #31430, Lot#RJ240410) for 60 min. Blots were developed using Super Signal (ThermoFisher Scientific, Rockford, IL, USA) and signal value were measured with ImageJ (64-bit) software.

### Immunohistochemistry

Coronal free-floating sections (40 μm) were pre-treated with 3% H_2_O_2_/3% methanol in TBS for 30 min to block endogenous peroxide activity. After TBS wash, sections were incubated in TBS with 0.1% Triton X-100 (TBST) for 15 min, then in TBST with 2% bovine serum albumin (BSA, Sigma-Aldrich) for 30 min. Next, sections were incubated for 72 h at 4 °C, with 6E10 antibody (1:1000; BioLegend, San Diego, CA, USA; Catalog # 83001, Lot #B2261151), and 48 h at 22 °C with Aβ40 antibody (1:1000; EMD Millipore, Burlington, MA, USA; Catalog #AB5074P, Lot #3062336), Aβ42 antibody (1:1000; EMD Millipore, Burlington, MA, USA; Catalog #AB5078P, Lot #3172448), Iba1 antibody (1:1000 Fujifilm Wako Chemicals, Osaka, Japan; Catalog #019-19741, Lot #PTE0555) and GFAP antibody (1:5000 Abcam, Cambridge, MA, USA; Catalog #ab134436, Lot #GR3197612-3), synaptophysin antibody (1:1000 Abcam, Cambridge, MA, USA; Catalog #ab14692, Lot #GR66861-35), amyloid fibrils OC antibody (1:200 Millipore Sigma, Darmstadt Germany; Catalog #AB2286, Lot#3313147), and PSD95 antibody (1:1000 EMD Millipore, Burlington, MA, USA; Catalog #1596, Lot #UI287733). Sections were then incubated with biotinylated anti-rabbit (1:500 Vector lab, Burlingame, CA, USA; Catalog #BA-1000, Lot #ZG0122) or anti-mouse (1:500 Vector lab, Burlingame, CA, USA; Catalog #BA-2000, Lot #ZA0409) in TBS + 2%BSA + 5% normal serum for 1 h at 20 °C, followed by Vector ABC kit and DAB reagents (Vector Laboratories, Burlingame, CA, USA) to visualize staining. Optical microscopy images were obtained with Nikon eclipse 80i microscope with the ACT-2U v1.21.41.176 software (Nikon European Headquarter, Burgerweeshuispad, Amsterdam, Netherlands).

For fluorescent stain, sections were incubated in secondary goat anti-rabbit Alexa-fluor 488 (Invitrogen, Carlsbad, CA, USA; Catalog #A11034, Lot #1937195) for Iba1 and synaptophysin, goat anti-chicken Alexa-fluor 555 for GFAP antibody (Invitrogen, Carlsbad, CA, USA; Catalog #A21437, Lot #1964371) and goat anti-mouse Alexa-fluor 555 for PSD95 antibody (Invitrogen, Carlsbad, CA, USA; Catalog #A11004, Lot #1218263) for 1 h at room temperature. Sections were then mounted and cover-slipped with Fluoromount-G with or without 4’,6-diamidino-2phenylindole (DAPI) (Southern Biotech, Birmingham, AL, USA). Microglia and astroglia were modeled using Imaris software 9.2.1 (Bitplane Inc. Concord, MA, USA) and changes in these cells, such as cell body area, process length, and number of microglial branches were analyzed (5 sections per animal with Zeiss slidescanner Axio Z1 (v2.3) were used, *n* = 5–6 animals per genotype and age)^53^. Similarly, synaptic puncta were evaluated with Imaris software 9.2.1 (Bitplane Inc.) (three sections and two stack per section with a 63× objective and zoom factor #2 with a Z stack of 2 μm and 0.1 μm distance for each confocal plane were used in a SP8 Leica confocal microscope (Leica Microsistemas S.L.U, L’Hospitalet de Llobregar, Spain), *n* = 5 animals per genotype).

For Amylo-Glo, free-floating coronal sections were incubated for 5 min in 20 °C in 70% ethanol followed by a 2-min wash in Milli-Q water. The sections were then immersed in Amylo-Glo RTD Amyloid Plaque Stain Reagent (1:100; Biosensis, Thebarton, South Australia; Catalog #TR-300-AG) suspended in 0.9% saline solution for 10 min at 20 °C. Afterwards, the sections were rinsed in 0.9% saline solution for 5 min and rinsed briefly in Milli-Q water for 15 s before proceeding with immunohistochemistry protocols.

For Congo Red (C6277-25G; Sigma-Aldrich) or thioflavin-S (T-1892; Sigma-Aldrich) stain, coronal sections were incubated 3 min in a solution of 20% of Congo Red or 10 min in a solution with 0.5% thioflavin-S in 50° ethanol^53^.

For Periodic Acid Schiff (PAS) stain, free-floating sections were mounted on microscope slides and rehydrated followed by two washes of Milli-Q water. The slides were immersed in 0.5% sodium periodate (ACROS Organics, New Jersey, USA; Cat #AC198381000) for 15 min at 20 °C. After rinsing with Milli-Q water three times, the slides were immersed in Schiff’s Reagent (VWR, Radnor, PA; Cat #15204-138) for 5 min at 20 °C. Slides were rinsed with three 5-min washes in 0.4% sodium metabisulfite (MP Biomedicals, Irvine, CA; Cat #MP021914381) at 20 °C before a final rinse in running tap water for 5 min at 20 °C. Following two rinses of Milli-Q water, the slides were dehydrated before finally being cleared with Xylene and cover-slipped with DPX Mounting Media (Electron Microscopy Sciences, Hatfield, PA; Cat #13512).

### Stereological quantification

Cell counts were performed in hippocampal CA1 region using Stereoinvestigator software (MBF Bioscience, Williston, VT, USA). 8–10 hippocampal sections per animal and stained with cresyl violet (*n* = 5–6 per genotype) were used through the entire antero-posterior extent of the hippocampus (between −1.46 mm anterior and −3.40 mm posterior to Bregma according to the atlas of Franklin and Paxinos, Third Edition, 2007). The stratum pyramidal of CA1 region was defined using a 5× objective and neuronal cells were counted using a 100×/1.4NA objective. The number of counting frames varied with the hippocampal region. We used a counting frame area of 2500 μm with step lengths of 200 μm × 200 μm and dissector height of 13 μm. Hippocampal volume was calculated following Cavalieri principal. 8–10 hippocampal sections per animal (*n* = 5–6 per genotype) and stained with cresyl violet. The hippocampus was defined with 5× objective and a grid size of 250 μm was used to estimate the hippocampal volume.

For cell count and volume, the coefficient of error (CE) value for each individual animal ranged between 0.03 and 0.08 for cell count and estimated volume.

### OC+ cluster quantification

Images (*n* = 5–10 per genotype per timepoint) of mouse hippocampal regions (between −2.05 mm posterior and −3.28 mm posterior to Bregma according to the Allen Mouse Brain Atlas, Reference Atlas version 1, 2008) were obtained from the confocal microscopy program after immunofluorescent staining with GFAP and OC antibodies of one brain section per animal. The obtained images were then utilized to acquire individual OC+ granule count using the Imaris software 9.2.1 (Bitplane Inc.). Individual OC+ granules from OC+ clusters were derived through a double-blinded study measuring the surface area (µm^2^), the total number of granules and the intensity per granule within the cluster area analyzed. The signal of the individual granules inside of the cluster selected was recognized and kept within a threshold mask that was kept consistent throughout the entire analysis. The area and granule count were automatically generated by the Imaris program.

### Electrochemiluminescence-linked immunoassay

Aβ levels were quantified using the Meso Scale Discovery (MSD) 96-well multi-spot 6E10 according to the manufacturer’s instruction (Meso Scale Discovery, Rockville, MD, USA)^54^. Protein extracts were prepared by homogenizing the hippocampus samples in T-per (Thermo Fisher Scientific, Rockford, IL, USA) extraction buffer (150 mg/mL), complemented with proteases inhibitor (Complete Mini Protease Inhibitor Tables, Roche Diagnostics GmbH, Germany) and phosphatases inhibitor (5 mmol/L, Sigma Aldrich, St. Louis, MO, USA), followed by centrifugation at 100,000 × *g* for 1 h. After that, the pellet was resuspended with 70% formic acid followed by centrifugation at 100,000 × *g* for 1 h. T-Per soluble fractions were loaded directly onto the electrochemiluminescence-linked immunoassay plate, and the formic acid supernatants (insoluble fractions) were diluted 1:10 in neutralization buffer (1 M Tris-base and 0.5 M NaH_2_PO_4_) before loading. Standards (including Aβ_1-40_, and Aβ_1-42_), and samples, were added to the 96-well plate and incubated overnight, washed, and read in a Sector Imager plate reader MSD MESO QuickPlex SQ 120 (Meso Scale Discovery), immediately after addition of the MSD read buffer. Aβ concentration was calculated with reference to the standard curves and expressed as micrograms per milligrams of proteins. V-Plex proinflammatory panel 1 (mouse) kit for IFN-γ, IL-1β, IL-2, IL-4, IL-10, TNF-α was used. Fifty μl of soluble fractions from hippocampal sample were added per well, calibrator and control were added in a plate and were incubated overnight, washed and read in a Sector Imager plate reader MSD MESO QuickPlex SQ 120, immediately after addition of the MSD read buffer. Cytokines levels were calculated with reference to the standard curves and expressed as micrograms per milligram of protein.

### Hippocampal slice preparation and recording

Hippocampal slices (*n* = 6–10 sections) were prepared from male and female hAβ-KI and WT mice (2 and 18 months of age)^55^. Following isoflurane anesthesia, mice were decapitated and the brain was quickly removed and submerged in ice-cold, oxygenated dissection medium containing 124 mM NaCl, 3 mM KCl, 1.25 mM KH_2_PO_4_, 5 mM MgSO_4_, 26 mM NaHCO_3_, and 10 glucose without CaCl_2_. Transverse hippocampal slices (320 µm) through the mid-third of the septotemporal axis of the hippocampus were prepared using a Leica vibrating tissue slicer (Model: VT1000S) before being transferred to an interface recording containing preheated artificial cerebrospinal fluid (aCSF) composed of 124 mM NaCl, 3 mM KCl, 1.25 mM KH_2_PO_4_, 1.5 mM MgSO_4_, 2.5 mM CaCl_2_, 26 mM NaHCO_3_, and 10 mM glucose and maintained at 31 ± 1 °C. Slices were continuously perfused with this solution at a rate of 1.75–2 ml/min while the surface of the slices were exposed to warm, humidified 95% O_2_/5% CO_2_. Recordings began following at least 2 h of incubation.

Field excitatory postsynaptic potentials (fEPSPs) were recorded from CA1b stratum radiatum using a single glass pipette filled with 2 M NaCl (2–3 MΩ) in response to orthodromic stimulation (twisted nichrome wire, 65 µm diameter) of Schaffer collateral-commissural projections in CA1 stratum radiatum. In some slices two stimulation electrodes were used (positioned at sites CA1a and CA1c) to stimulate independent populations of synapses on CA1b pyramidal cells. Pulses were administered in an alternating fashion to the two electrodes at 0.05 Hz using a current that elicited a 50% maximal response. After establishing a 10–20 min stable baseline, one of the pathways was used to induce long-term potentiation (LTP) by delivering 5 ‘theta’ bursts, with each burst consisting of four pulses at 100 Hz and the bursts themselves separated by 200 ms (i.e., theta burst stimulation or TBS). The stimulation intensity was not increased during TBS. The control pathway was used to monitor for baseline drifts in the slice. Data were collected and digitized for storage by NAC 2.0 Neurodata Acquisition System (Theta Burst Corp., Irvine, CA).

Data in the text are presented as means ± SD, and the fEPSP slope was measured at 10–90% fall of the slope. Data in figures on LTP were normalized to the last 10 min of baseline. Electrophysiological measures including paired-pulse facilitation, input/output curves, percent change in area of theta bursts, and LTP were analyzed using a 2-way ANOVA.

### Adeno-Associated Viruses (AVV) construct delivery

Mouse surgery and AAV delivery were performed in 24-month-old mice. The mice were anesthetized with isoflurane (induced, 4%; maintained 1.5–2.0%) and placed in the stereotax^54^. Injection needles were lowered to the dorsal hippocampus at a rate of 0.2 mm/15 s (AP, −2.0 mm; ML, ±1.5 mm, DV, −1.5 mm relative to Bregma). Two min after reaching the target depth, 1.0 μl of virus was infused bilaterally into the dorsal hippocampus at a rate of 6 μl/h. Injection needles remained in place for two min post-injection to allow the virus to diffuse. The injectors were then raised 0.1 mm and allowed to sit for another minute before being removed at a rate of 0.1 mm per 15 s. Viral infusions were performed 1 month before behavioral analysis. Mice were injected with AAV-CAMKII-Cre for recombination. Control conditions consisted of injecting either AAV-CAMKII-GFP (no-Cre) or AAV-CAMKII-Empty vector. For all injection experiments animals were randomly assigned to the different injection conditions.

### RNA-sequencing

Total RNAs from the hippocampus were extracted by using RNeasy Mini Kit (Qiagen, Germantown, MD). RNA integrity number (RIN) was measured by Agilent 2100 Bioanalyzer and samples with RIN ≥ 8.0 were used for cDNA synthesis and amplification followed by Smart-seq2 standard protocol. Libraries were constructed by using the Nextera DNA Sample Preparation Kit (Illumina, San Diego, CA). Libraries were base-pair selected based on Agilent 2100 Bioanalyzer profiles and normalized determined by KAPA Library Quantification Kit (Illumina). The libraries were sequenced using paired-end 43 bp mode on Illumina NextSeq500 platform with around 10 million reads per sample. Fastq files and processed data matrices were deposited in GEO with the accession ID G9.

### Read alignment and expression quantification

Pair-end RNA-seq reads were aligned using STAR v.2.5.1b^56^ with parameters ‘-outFilterMismatchNmax 10 -outFilterMismatchNoverReadLmax 0.07 -outFilterMultimapNmax 10’ to the reference genome GRCm38/mm10. We used STAR to then convert to transcriptome-based mapping with gene annotation Gencode v.M8. Gene expression was measured using RSEM v.1.2.22^57^ with expression values normalized into transcripts per million (TPM).

### Differential expression analysis

Libraries with uniquely mapping percentages higher than 75% were considered to be of good quality and used for downstream analysis. Protein coding and long non-coding RNA genes, with expression TPM ≥ 1 in at least two samples, were collected for subsequent analysis. Differential expression analysis was performed by using edgeR v.3.2.2^58^, negative binomial distribution test was used to compute the *p* value for each gene (two-sided). The *p* value were adjusted by using the Benjamini–Hochberg (BH) methods and recorded as “FDR” for each gene. Differentially expressed genes were selected by using false discovery rate (FDR) < 0.1 and *p* value < 0.05.

### Gene ontology and pathway analysis

Differentially expressed genes were analyzed for Gene ontology (GO) enrichment by Metascape 3.0^59^ using a hypergeometric test corrected *p* value lower than 0.05. They were also analyzed for KEGG pathway enrichments using PaintOmics 3^60^ with significant pathways selected based on Fisher’s exact test *p* value < 0.05.

### Co-expression network analysis and module preservation

Network analysis was performed using weighted gene co-expression analysis (WGCNA) (v1.69) package in R(v3.6.1)^20^. A signed network analysis approach was employed by calculating component-wise values for topological overlap for individual brain banks. First, bi-weighted mid-correlations were calculated for all pairs of genes, and then a signed similarity matrix was created. In the signed network, the similarity between genes reflects the sign of the correlation of their expression profiles. The signed similarity matrix was then raised to power β (β = 14) to emphasize strong correlations and reduce the emphasis of weak correlations on an exponential scale. The resulting adjacency matrix was then transformed into a topological overlap matrix as described^22^. Modules were defined using specific module cutting parameters which included minimum module size of 100 genes, deepSplit = 4 and threshold of correlation = 0.2. Modules with correlation greater than 0.8 were merged together. We used first principal component of the module, called module eigengene, to correlate with diagnosis and other variables. Hub genes were defined using intra-modular connectivity (kME) parameter of the WGCNA package. Gene-set enrichment analysis was done using enrich R (v2.1) package^61^. To understand the functional relationship of modules and its network properties in orthogonal datasets, we performed module preservation analysis. Module definitions from the WGCNA analysis on hAβ-KI mice was used and Z-statistics were calculated using the module preservation function in WGCNA package in R(v3.6.1).

### RNA isolation and qPCR

Total RNA was isolated from cortical tissue using Direct-zol RNA Miniprep according to manufacturer’s protocol (Zymo Research Corp, Irvine, CA). Total RNA concentration was determined using a spectrophotometer (NanoDrop Lite). cDNA was produced from 500 ng RNA using iScript cDNA synthesis kit following manufacturer’s protocol (Biorad, Hercules, CA). Quantitative PCR was performed using a CFX Connect Real-Time System and iTaq SYBR mix (Bio-Rad) with the following primers: *App* forward 5’-TCCGTGTGATCTACGAGCGCAT-3’, *App* reverse 5’-GCCAAGACATCGTCGGAGTAGT-3’ (Origene NM_007471). *Gapdh* forward 5’-AACTTTGGCATTGTGGAAGG-3’ and *Gapdh* reverse 5’-ACACATTGGGGGTAGGAACA-3’ (Supplementary Table 2). Cycling for PCR amplification was as follows: enzyme activation at 95 °C for 30 sec, followed by 40 cycles at 95 °C for 5 s and at 60 °C for 30 s. Data was normalized to *Gapdh* and analyzed using the 2^–ΔΔCT^ method. Data was collected and analyzed using Bio-Rad CFX Manager 3.1 (Biorad).

### Cyclic amplification of Aβ misfolding assay (Aβ-PMCA)

To prepare mouse brain homogenate, the hippocampal area of 18–21-month-old hAβ-KI, 3xTg-AD and WT mice (*n* = 4) was dissected and homogenized at 10% (w/v) in 1X PBS containing a cocktail of protease inhibitors (Roche Diagnostics, Indianapolis, IN). Seed-free Aβ (1-40) peptide was prepared in 10 mM NaOH and filtered through a 30-kDa cutoff filter. To perform Aβ-PMCA assay, a 200 μl of seed-free Aβ (2 μM) in aggregation buffer (0.1 M Tris-Cl, pH 7.4) containing thioflavin-T (5 μM) was placed in opaque 96-well plate and incubated in the presence of 0.001% of hAβ-KI, 3xTg-AD or WT mouse brain homogenate^62^. The reaction was subjected to cyclic agitation (1 min at 500 rpm followed by 29 min without shaking) at 20 °C. The increase in fluorescence was monitored at excitation of 435 nm and emission of 485 nm periodically, using a microplate spectrofluorometer Gemini-XS and SoftMax Pro 5.4.5 software (Molecular Devices, Sunnyvale, CA). Samples from 4 different animals per mouse line were tested in duplicate. Differences in the kinetic of aggregation between samples were evaluated by the estimation of the T50 kinetic parameter, which corresponds to the time needed to reach 50% of the maximum aggregation. The significance was analyzed by one-way ANOVA followed by the Tukey’s multiple comparison post-Hoc tests using Prism 8.0 software (Graphpad Software, San Diego, CA).

### Statistics and reproducibility

Unless stated, comparison between two groups was performed using Student’s *t*test. For multiple comparisons, one-way or two-way analysis of variance (ANOVA) followed by Tukey’s comparisons was applied using Prism 8 software (Graphpad Software Inc., San Diego, CA, USA). The significance was set at 95% of confidence. Data are presented as mean values ± SEM.

Figure 1d has been reproduced twice with similar results. Figure 2d–f has been reproduced in 6 animals per group and 10 sections per animal. Figure 3a, d has been reproduced in 5–10 animals per group and 1 section per animal and 6 stacks per section using a 20x objective with a Z-stack of 60 µm and 10 µm distance for each confocal plane. With a 63× objective, a Z-stack of 9 µm and 1.5 µm distance for each confocal plane was also used. Figure 3f has been reproduced in 7–8 animals per group and 1 section per animal and 6 stacks per section using a 20x objective with a Z-stack of 60 µm and 10 µm distance for each confocal plane. With a 63× objective, a Z-stack of 9 µm and 1.5 µm distance for each confocal plane were also used. Figure 4c has been reproduced in 5–10 animals per group and 1 section per animal and 6 stacks per section using a 20x objective with a Z-stack of 60 µm and 10 µm distance for each confocal plane. With a 63× objective, a Z-stack of 9 µm and 1.5 µm distance for each confocal plane were also used.

Figure 5d has been reproduce in 5 animals per group and 3 sections and two stack per section with a 63× objective and zoom factor #2 with a Z stack of 2 μm and 0.1 μm distance for each confocal plane were used. Similar pattern has been observed in the Fig. 5h with 3 mice treated with the AAV-CAMKII-GFP construct. Supplementary Fig. 1A has been replicated in 12 mice obtaining the same result. Supplementary Fig. 3A has been reproduced in 5–10 animals per group and 1 section per animal and 6 stacks per section using a 20× objective with a Z-stack of 60 µm and 10 µm distance for each confocal plane with a 63× objective, a Z-stack of 9 µm and 1.5 µm distance for each confocal plane was also used. Supplementary Fig. 3B has been reproduce in 2 animals and 2 sections per animal. Supplementary Fig. 3C has been reproduced in 10–11 animals per group and 1 section per animal. Supplementary Fig. 4 has been replicated in 5–6 mice. Supplementary Fig. 4C, E has been replicated in 5–6 animals per group and 5 sections per animal.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

The Fastq files and processed data matrices were deposited in GEO with the accession ID GSE116199, also the RNA-seq files are available via the AD Knowledge Portal (https://adknowledgeportal.org). The AD Knowledge Portal is a platform for accessing data, analyses, and tools generated by the Accelerating Medicines Partnership (AMP-AD) Target Discovery Program and other National Institute on Aging (NIA)-supported programs to enable open-science practices and accelerate translational learning. The data, analyses and tools are shared early in the research cycle without a publication embargo on secondary use. Data is available for general research use according to the following requirements for data access and data attribution (https://adknowledgeportal.org/DataAccess/Instructions). For access to content described in this manuscript see: 10.7303/syn24875599. Full-length western blots are included in Supplementary Fig. 8. The other datasets generated during the current study are available from the corresponding author upon request since most of the results have been performed at UCI. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Generation of a humanized Aβ expressing mouse demonstrating aspects of Alzheimer’s disease-like pathology
**Source:** Nat Commun. 2021 Apr 23;12:2421. doi: 10.1038/s41467-021-22624-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Generation of a humanized A $\beta$ expressing mouse demonstrating aspects of Alzheimer's disease-like pathology**

**Baglietto-Vargas et al.**

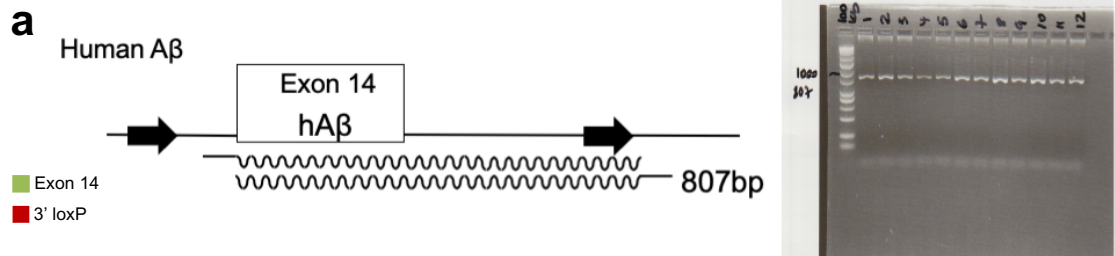

Sample G2-15:

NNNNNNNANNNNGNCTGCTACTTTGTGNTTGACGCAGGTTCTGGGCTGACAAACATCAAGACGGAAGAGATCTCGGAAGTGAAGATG  
**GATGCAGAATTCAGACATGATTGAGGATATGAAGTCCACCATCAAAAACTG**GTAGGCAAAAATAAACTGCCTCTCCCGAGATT  
 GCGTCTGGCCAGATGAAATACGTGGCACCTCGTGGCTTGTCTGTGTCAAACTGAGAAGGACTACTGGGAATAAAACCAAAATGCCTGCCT  
 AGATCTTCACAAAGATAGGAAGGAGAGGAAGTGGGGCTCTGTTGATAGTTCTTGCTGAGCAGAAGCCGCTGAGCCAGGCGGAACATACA  
 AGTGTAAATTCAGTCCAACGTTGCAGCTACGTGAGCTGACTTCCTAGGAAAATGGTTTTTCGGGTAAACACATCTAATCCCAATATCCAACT  
 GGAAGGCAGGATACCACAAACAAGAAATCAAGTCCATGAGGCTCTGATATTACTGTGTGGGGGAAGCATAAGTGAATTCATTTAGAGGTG  
 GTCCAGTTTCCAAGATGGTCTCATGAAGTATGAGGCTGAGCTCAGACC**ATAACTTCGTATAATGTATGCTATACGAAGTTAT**CATTAATT  
 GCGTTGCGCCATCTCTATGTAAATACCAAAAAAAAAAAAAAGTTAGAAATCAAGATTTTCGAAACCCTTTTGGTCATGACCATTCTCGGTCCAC  
 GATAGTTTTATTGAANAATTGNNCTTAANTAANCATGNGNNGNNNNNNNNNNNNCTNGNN

Sample H3-24:

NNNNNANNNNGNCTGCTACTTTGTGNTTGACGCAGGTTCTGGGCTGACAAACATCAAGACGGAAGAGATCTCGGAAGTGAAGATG  
**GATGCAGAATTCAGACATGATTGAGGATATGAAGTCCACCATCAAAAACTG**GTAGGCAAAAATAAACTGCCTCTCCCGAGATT  
 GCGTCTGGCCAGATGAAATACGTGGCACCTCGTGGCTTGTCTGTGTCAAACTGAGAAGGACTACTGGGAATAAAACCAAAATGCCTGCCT  
 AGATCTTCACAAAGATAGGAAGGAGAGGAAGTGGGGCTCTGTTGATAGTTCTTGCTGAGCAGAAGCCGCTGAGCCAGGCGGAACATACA  
 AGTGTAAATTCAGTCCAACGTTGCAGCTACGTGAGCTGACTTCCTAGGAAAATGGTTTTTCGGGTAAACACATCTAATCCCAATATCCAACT  
 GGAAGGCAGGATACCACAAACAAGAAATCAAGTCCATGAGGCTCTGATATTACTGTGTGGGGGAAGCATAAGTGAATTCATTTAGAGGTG  
 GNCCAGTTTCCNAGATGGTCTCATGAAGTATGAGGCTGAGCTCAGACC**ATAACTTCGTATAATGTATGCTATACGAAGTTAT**CATTAATT  
 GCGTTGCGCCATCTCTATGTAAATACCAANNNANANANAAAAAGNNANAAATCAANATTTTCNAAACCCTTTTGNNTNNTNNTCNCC  
 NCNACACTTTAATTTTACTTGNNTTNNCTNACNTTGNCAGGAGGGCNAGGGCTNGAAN

## Supplementary Figure 1

**Supplementary Figure 1. Humanized A $\beta$  sequence design in hA $\beta$ -KI mice.** a) Sequence analysis of exon 14 confirming that hA $\beta$ -KI mice encode humanized non-mutant A $\beta$  (green = Exon14 sequence and red = 3' loxP sequence).

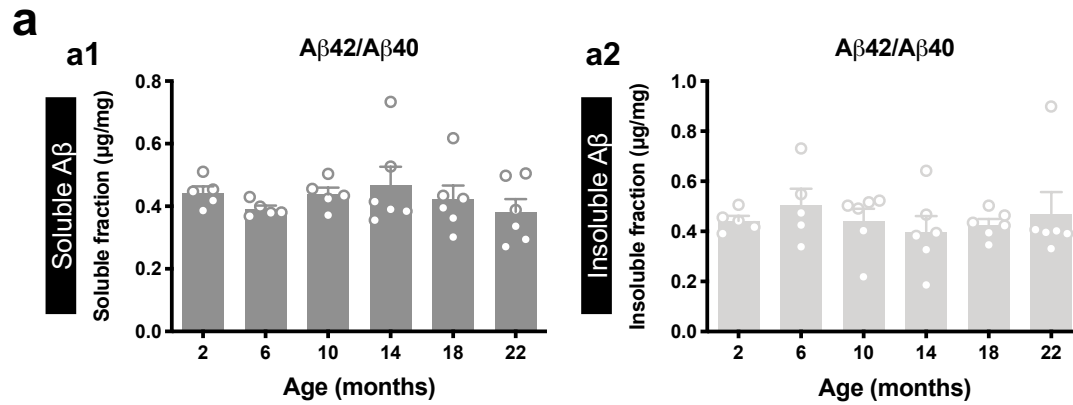

## Supplementary Figure 2

**Supplementary Figure 2. Soluble and Insoluble 42/40 ratios in hA $\beta$ -KI mice.** a) Amyloid 42/40 ratios for soluble (a1) and insoluble (a2) A $\beta$  showed similar levels from 2 to 22-month old mice (n=5 in 2mo, 6mo and 10mo and n=6 in 14mo, 18mo and 22mo in the soluble A $\beta$  group. n=5 in 2mo and 6mo and n=6 in 10mo, 14mo, 18mo and 22mo in the insoluble A $\beta$  group) (dark-grey = soluble A $\beta$  and light-grey = insoluble A $\beta$ ). Data are presented as mean values  $\pm$  SEM.

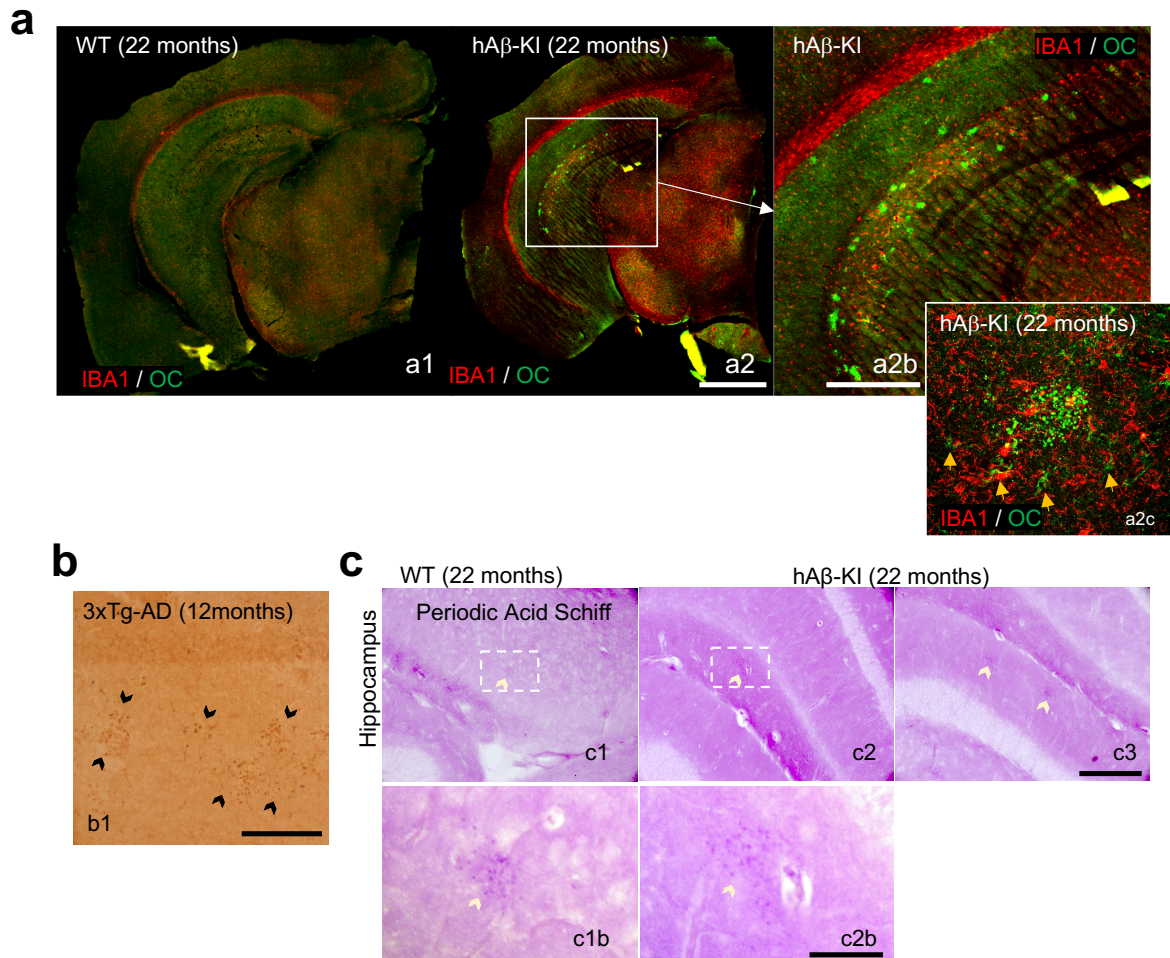

### Supplementary Figure 3

**Supplementary Figure 3. OC<sup>+</sup> clusters of granules in aged hAβ-KI mice.** a) Immunostaining for microglia (IBA1, red) and protofibrils (OC, green) in 22-month old WT (a1) and hAβ-KI (a2) mice showing clusters of OC<sup>+</sup> clusters associating with the hippocampal fissure (a2, a2b and a2c). A2c) OC<sup>+</sup> clusters are composed of numerous small granules, and do not colocalize with microglia, or elicit microglial responses. OC<sup>+</sup> cellular processes are seen around the clusters (indicated by yellow arrows). b) Immunostaining for protofibrils (OC) in 12-month old 3xTg-AD mice (indicated by black arrows) c) Periodic Acid Schiff stain in 22-month-old WT (c1 and c1b) and hAβ-KI (c2, c3 and c2b) mouse brains (indicated by yellow arrows).

Scale bar: 1000 $\mu$ m (a1 and a2), 500 $\mu$ m (A2b), 200 $\mu$ m (c1, c2 and c3), 100 $\mu$ m (b1) and 50 $\mu$ m (c1b and c2b).

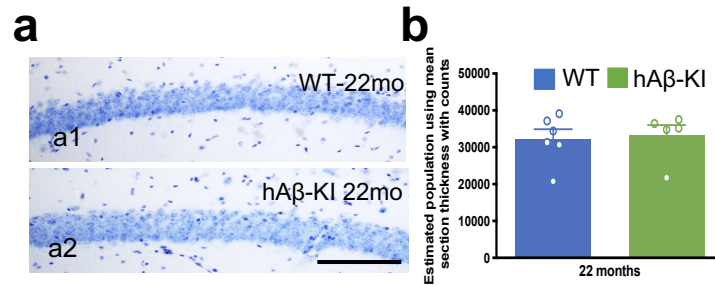

## Supplementary Figure 4

**Supplementary Figure 4. Neuronal quantification in CA1 hippocampus in hA $\beta$ -KI and control mice.**

a) Representative images of CA1 hippocampal region of the stratum pyramidal in WT (a1) and homozygous hA $\beta$ -KI (a2) mice stained with cresyl violet solution. b) Quantification of a using StereoInvestigator software (unpaired, two-tailed t-test, ns  $p=0.8225$ ) (blue = WT and green = hA $\beta$ -KI) (WT  $n=5$  and hA $\beta$ -KI  $n=6$ ). Data are presented as mean values  $\pm$  SEM. Scale bar: 100 $\mu$ m (a1 and a2).

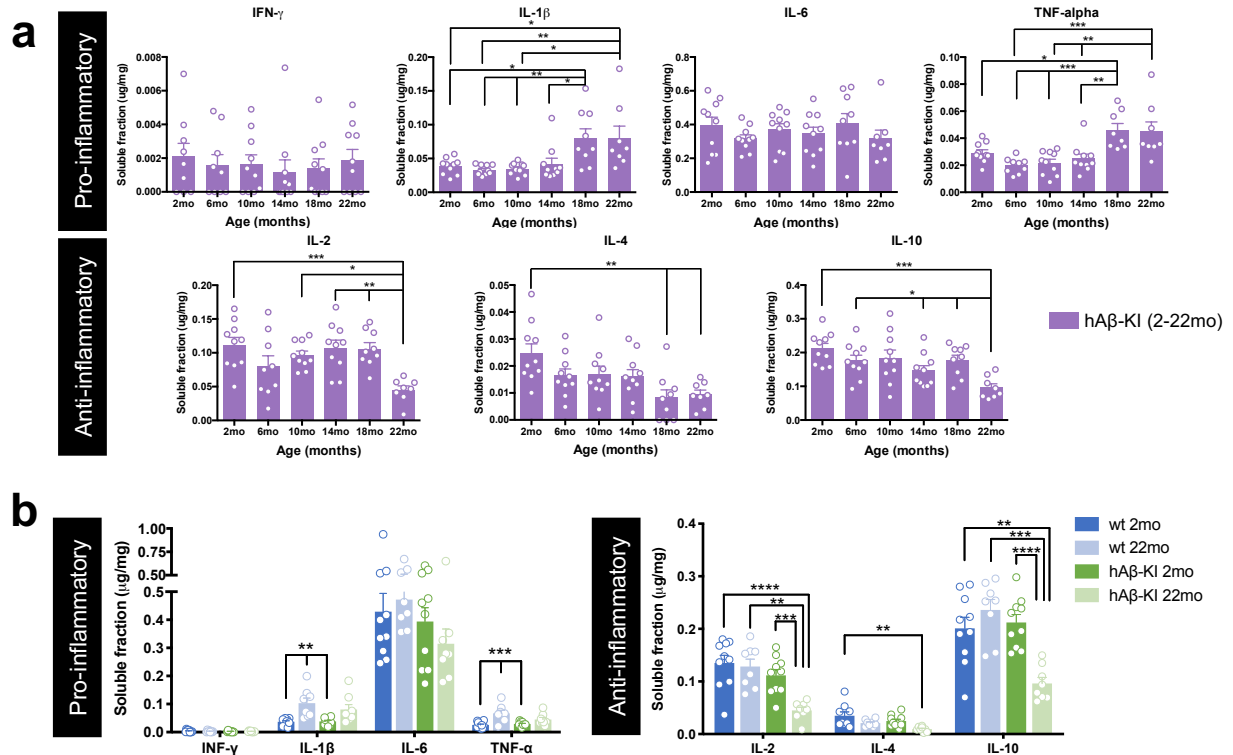

Supplementary Figure 5

**Supplementary Figure 5. Inflammatory response in hA $\beta$ -KI mice.** a) IFN- $\gamma$ , IL-1 $\beta$ , IL-6, TNF- $\alpha$ , IL-2, IL-4 and IL-10 levels were quantified in hA $\beta$ -KI by using the MSD V-PLEX Plus Proinflammatory Panel 1 Mouse Kit (IFN- $\gamma$ , One-way ANOVA,  $F_{5,52}=0.262$ , Tukey's post hoc test, ns  $p=0.931$ ; IL-1 $\beta$ , One-way ANOVA,  $F_{5,51}=5.986$ , Tukey's post hoc test, \* $p<0.05$  and \*\* $p<0.01$ ; IL-6, One-way ANOVA,  $F_{5,51}=0.756$ , Tukey's post hoc test, ns  $p=0.585$ ; TNF- $\alpha$ , One-way ANOVA,  $F_{5,49}=8.245$ , Tukey's post hoc test, \* $p<0.05$ , \*\* $p<0.01$  and \*\*\* $p<0.001$ ; IL-2, ANOVA,  $F_{5,50}=5.271$ , Tukey's post hoc test, \* $p<0.05$ , \*\* $p<0.01$  and \*\*\* $p<0.001$ ; IL-4, One-way ANOVA,  $F_{5,51}=4.422$ , Tukey's post hoc test, \*\* $p<0.01$ , IL-10, One-way ANOVA,  $F_{5,51}=4.984$ , Tukey's post hoc test, \* $p<0.05$  and \*\*\* $p<0.001$ ) (in 2mo group  $n=10$  except IFN- $\gamma$   $n=9$ , in 6mo group  $n=10$  except IFN- $\gamma$ , TNF- $\alpha$ , IL-2  $n=9$ , in 10mo group  $n=10$ , in 14mo group  $n=10$ , in 18mo group  $n=9$ , except IFN- $\gamma$   $n=10$  and TNF- $\alpha$   $n=8$ , and in 22mo group  $n=8$  except IFN- $\gamma$   $n=10$ ) (purple = from 2mo to 22mo hA $\beta$ -KI). b) Cytokine quantification in WT and hA $\beta$ -KI mice at 2- and 22-month-old

using the MSD V-PLEX Plus Proinflammatory Panel 1 Mouse Kit (IFN- $\gamma$ , two-way ANOVA, no main interaction  $F_{1,32}=1.055$  or effect in aging  $F_{1,32}=1.055$  and genotype  $F_{1,32}=1.055$ ; IL-1 $\beta$ , two-way ANOVA, main effects of age  $F_{1,32}=21.83$ , Tukey's post hoc test,  $**p<0.01$ ; IL-6, two-way ANOVA, no main interaction  $F_{1,32}=0.756$  or effect in aging  $F_{1,32}=0.11$  and genotype  $F_{1,32}=3.126$ ; TNF- $\alpha$ , two-way ANOVA, main effects of age  $F_{1,32}=21.71$ , Tukey's post hoc test,  $***p<0.001$ ; IL-2, two-way ANOVA, main effects of genotype  $F_{1,32}=18.78$ , Tukey's post hoc test,  $**p<0.01$ ,  $***p<0.001$  and  $****p<0.0001$ ; IL-4, two-way ANOVA, main effects of genotype  $F_{1,31}=5.676$ , Tukey's post hoc test,  $**p<0.01$ ; IL-10 two-way ANOVA, main effects of genotype  $F_{1,32}=12.99$ , Tukey's post hoc test,  $**p<0.01$ ,  $***p<0.001$  and  $****p<0.0001$ ) (2mo WT group  $n=10$  except IL4  $n=9$ , 22mo WT group  $n=8$ , 2mo hA $\beta$ -KI group  $n=10$ , except IFN- $\gamma$   $n=9$  and 22mo hA $\beta$ -KI group  $n=8$ ) (blue = WT 2mo, light-blue = WT 22mo, green = hA $\beta$ -KI 2mo and light-green = hA $\beta$ -KI 22mo). Data are presented as mean values  $\pm$  SEM.

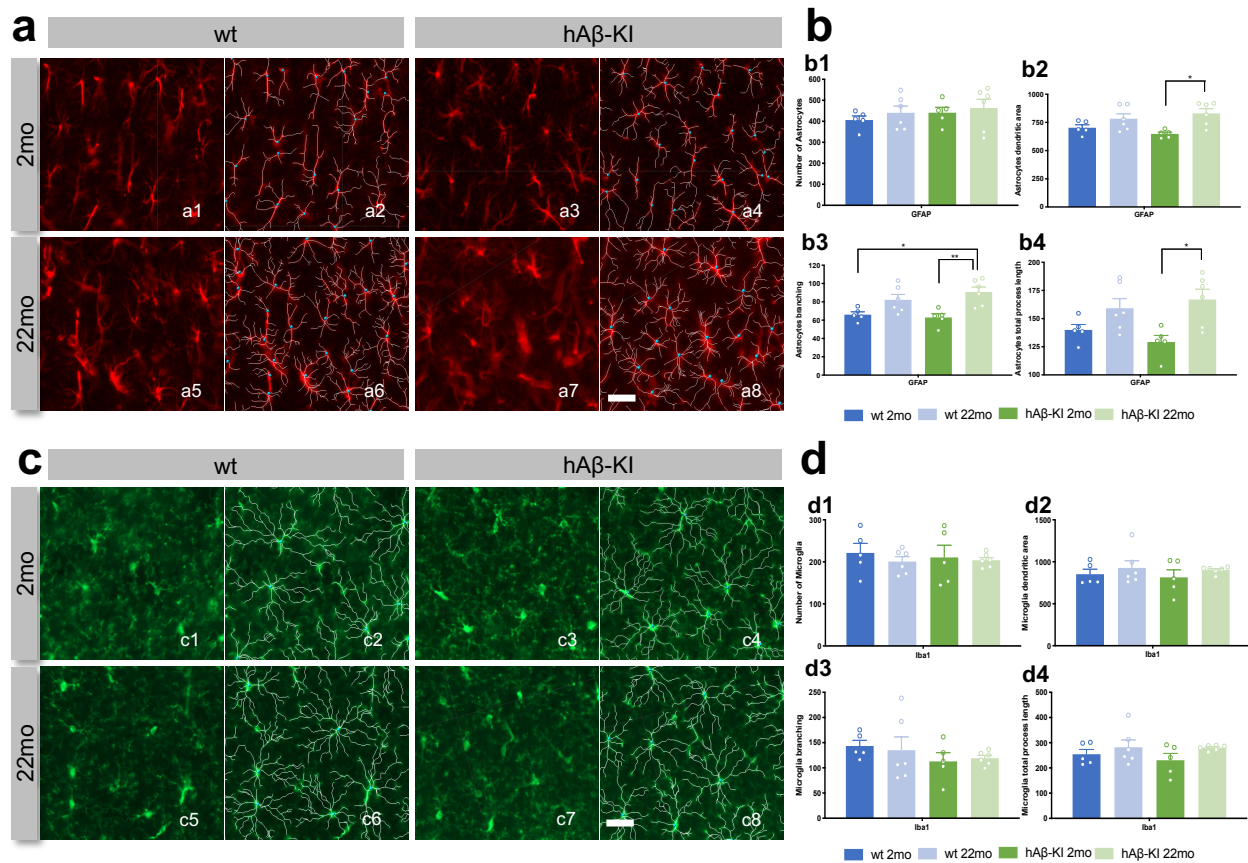

Supplementary Figure 6

**Supplementary Figure 6. Microglia and astroglia morphological changes in hAβ-KI mice.**

a) Representative images of GFAP staining cells in WT (a1, a2, a5 and a6) and hAβ-KI (a3, a4, a7 and a8) mice at 2- (a1-a4) and 22- (a5-a8) month of age. d) Densitometric analysis using Imaris software to quantify number (b1) (two-way ANOVA, no main interaction  $F_{1,19}=0.38$  or effect in aging  $F_{1,19}=1.578$  and genotype  $F_{1,19}=1.614$ ), size (b2) (two-way ANOVA, main effects of age  $F_{1,18}=1.986$ , Tukey's post hoc test,  $*p<0.05$ ), branching (b3) (two-way ANOVA, main effects of age  $F_{1,18}=18.42$ , Tukey's post hoc test,  $*p<0.05$  and  $**p<0.01$ ), and process length (b4) (two-way ANOVA, main effects of age  $F_{1,18}=13.69$ , Tukey's post hoc test,  $*p<0.05$ ) in 2- and 22-month hAβ-KI and WT mice ( $n=5$  in WT and hAβ-KI at 2mo and  $n=6$  in WT and hAβ-KI at 22mo) (blue = WT 2mo, light-blue = WT 22mo, green = hAβ-KI 2mo and light-green = hAβ-KI 22mo). c) Representative images of Iba1 staining cells in WT (c1, c2, c5 and c6) and hAβ-KI (c3, c4, c7 and c8) mice at 2- and 22-month of age.

c4, c7 and c8) mice at 2- (c1-c4) and 22- (c5-c8) month of age. d) Densitometric analysis using Imaris software to quantify number (d1) (two-way ANOVA, no main interaction  $F_{1,19}=0.057$  or effect in aging  $F_{1,19}=0.387$  and genotype  $F_{1,19}=0.957$ ), size (d2) (two-way ANOVA, no main interaction  $F_{1,14}=1.533$  or effect in aging  $F_{1,14}=0.640$  and genotype  $F_{1,14}=0.002$ ), branching (d3) (two-way ANOVA, no main interaction  $F_{1,13}=0.277$  or effect in aging  $F_{1,13}=1.735$  and genotype  $F_{1,13}=0.839$ ), and process length (d4) (two-way ANOVA, no main interaction  $F_{1,17}=0.08$  or effect in aging  $F_{1,17}=5.298$  and genotype  $F_{1,17}=0.556$ ) in 2- and 22-month hA $\beta$ -KI and WT mice (n=5 in WT and hA $\beta$ -KI at 2mo and n=6 in WT and hA $\beta$ -KI at 22mo) (blue = WT 2mo, light-blue = WT 22mo, green = hA $\beta$ -KI 2mo and light-green = hA $\beta$ -KI 22mo). Data are presented as mean values  $\pm$  SEM. Scale bar: 30 $\mu$ m (a1-a8 and c1-c8).

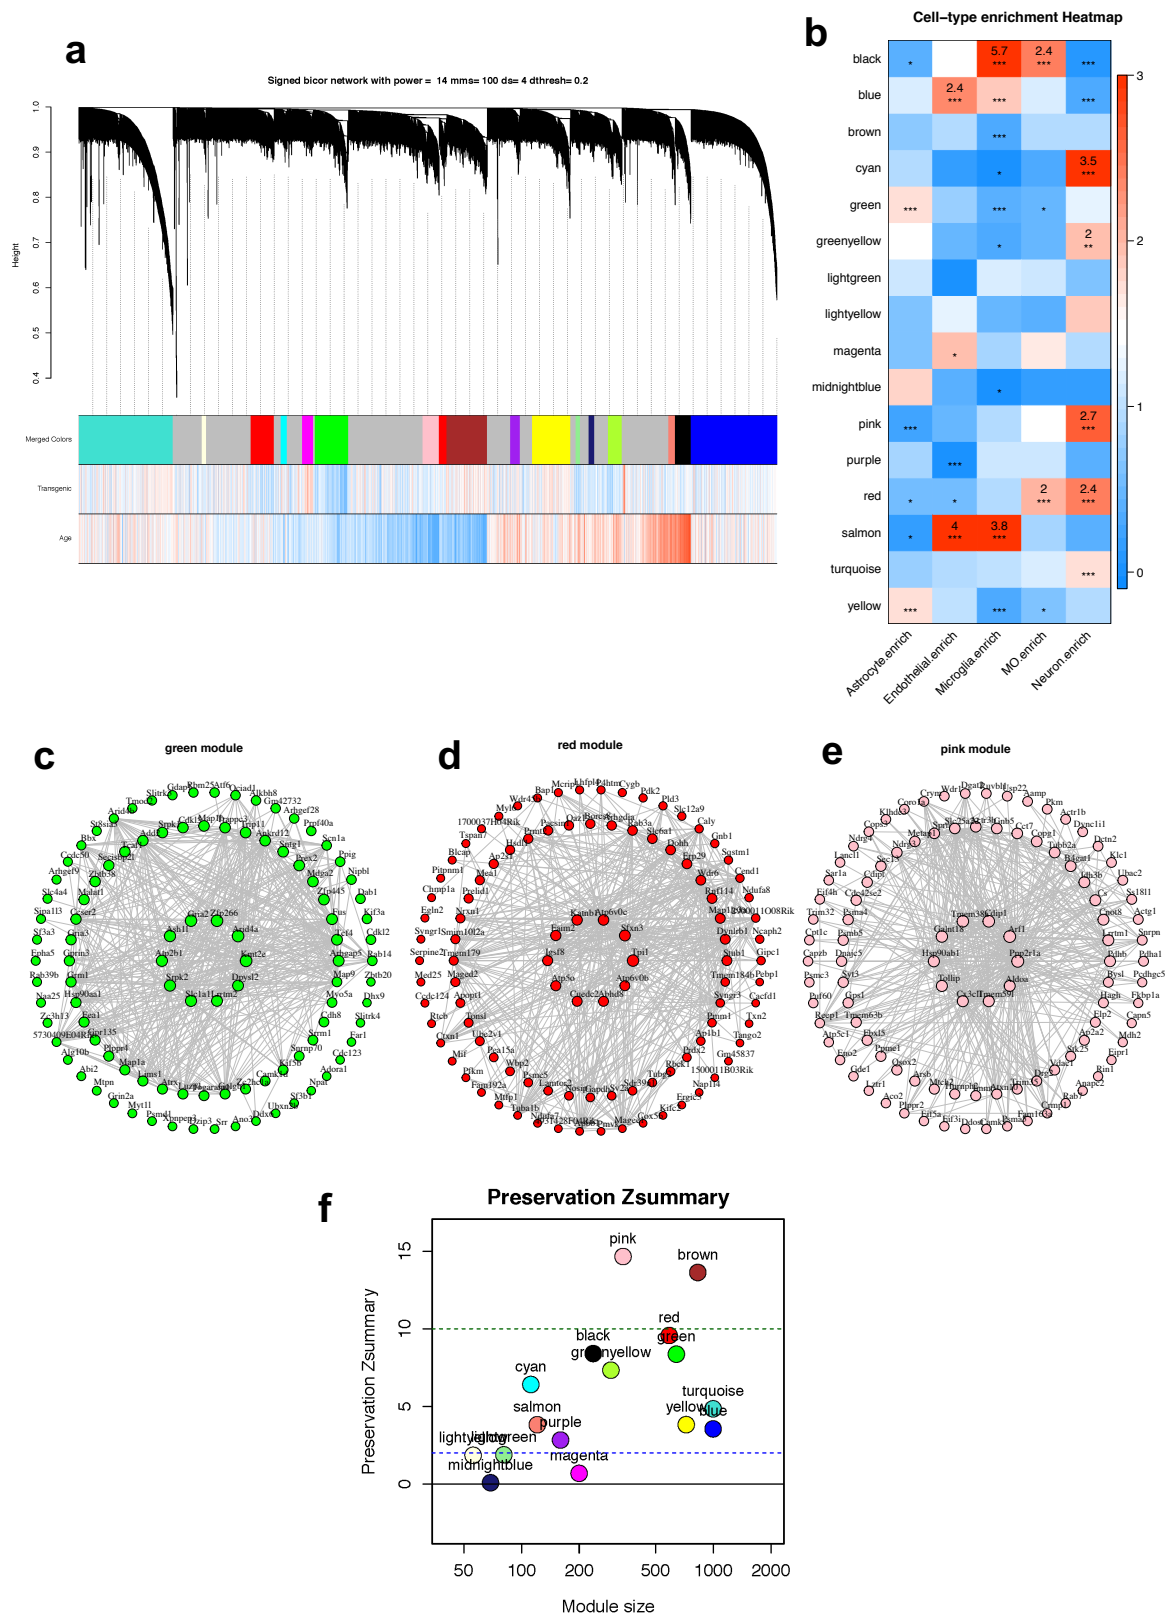

Supplementary Figure 7

**Supplementary Figure 7. Co-expression network analysis in hA $\beta$ -KI mice.** a) WGCNA dendrogram showing modules identified in hA $\beta$ -KI mice and the relation of gene-expression with transgenic condition and age. b) Cell-type enrichment analysis showing enrichment of WGCNA modules with known marker genes from each cell-type obtained from Zhang et al., 2014. Values indicate log-fold change of enrichment and FDR corrected q-values are indicated as \*\*\*q<0.005; \*\*q<0.01; \*q<0.05. c-e) Network plot showing hub genes in center for green (c), red (d) and pink (e) modules. f) Preservation plot showing Zsummary scores obtained from module preservation analysis in WGCNA using Mayo temporal cortex AD data as test data and hA $\beta$ -KI mice WGCNA as reference data.

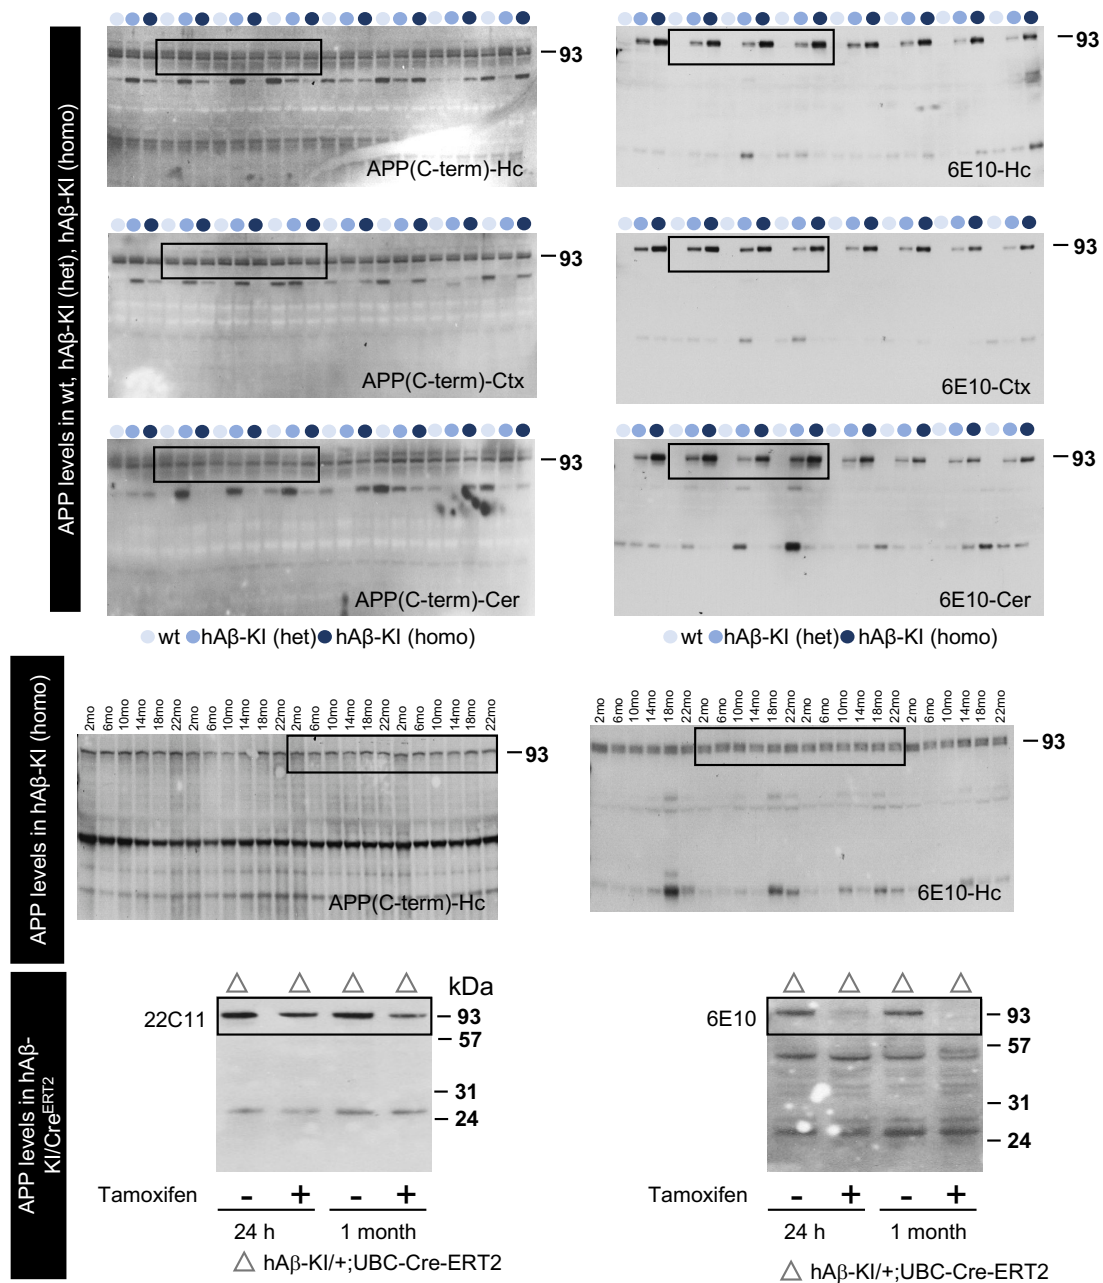

Supplementary Figure 8

**Supplementary Figure 8. Full-length western blots.** Full-length western blot images used in the study.

The rectangular area indicates the area of the blot selected in previous figures. (light-blue = WT, blue = heterozygous hAβ-KI, dark-blue = homozygous hAβ-KI and triangle symbol = hAβ-KI homozygous; UBC-CRE<sup>ERT2</sup> hemizygous mice).

**Supplementary Table 1. Primer pairs for mouse genotyping.** List of primer pairs used for animal model genotyping, including hA $\beta$ -KI, UBC-Cre-ERT2, PS1-KI and 3xTg-AD mice.

| Animal model primers | Sequence (5'→3')                    |
|----------------------|-------------------------------------|
| hA $\beta$ -KI-F     | CTG TGT GGG GGA AGC ATA AG          |
| hA $\beta$ -KI-R     | AGA GCA TCC CTA CAA CCA AGT         |
| UBC-Cre-ERT2-F       | GAC GTC ACC CGT TCT GTT G           |
| UBC-Cre-ERT2-R       | AGG CAA ATT TTG GTG TAC GG          |
| PS1-KI-F             | CAC ACG CAA CTC TGA CAT GCA CAG GC  |
| PS1-KI-R             | AGG CAG GAA GAT CAC GTG TTC AAG TAC |
| 3xTg-AD-APP-F        | AGG ACT GAC CAC TCG ACC AG          |
| 3xTg-AD-APP-R        | CGG GGG TCT AGT TCT GCA T           |

**Supplementary Table 2. Primer pairs for *App* real-time qPCR.** List of primer pairs used to measure *App* mRNA in hA $\beta$ -KI heterozygous; UBC-Cre<sup>ERT2</sup> hemizygous mice.

| Primers         | Sequence (5'→3')             |
|-----------------|------------------------------|
| <i>App</i> -F   | TCC GTG TGA TCT ACG AGC GCAT |
| <i>App</i> -R   | GCC AAG ACA TCG TCG GAG TAGT |
| <i>Gapdh</i> -F | AAC TTT GGC ATT GTG GAA GG   |
| <i>Gapdh</i> -R | ACA CAT TGG GGG TAG GAA CA   |

# Supplementary material for: Generation of a humanized Aβ expressing mouse demonstrating aspects of Alzheimer’s disease-like pathology
**Source:** Nat Commun. 2021 Apr 23;12:2421. doi: 10.1038/s41467-021-22624-z
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

RNA-seq: NAC 2.0 Neurodata Acquisition System.  
Image acquisition: Imaris 9.2.1, StereoInvestigator 64-bit v11, ACT-2U v1.21.41.176, Zeiss slidescanner Axio Z1 (v2.3).  
Immunoblotting: ImageJ (64-bit).  
ELISA: Sector Imager plate reader MSD MESO QuickPlex SQ 120  
RT-qPCR: Bio-Rad CFX Manager 3.1.  
Cyclic amplification of A $\beta$  misfolding assay: SoftMax Pro 5.4.5

#### Data analysis

RNA-seq data were analyzed with STAR v.2.5.1b, RSEM v.1.2.22 and edgeR v.3.2.2. Gene ontology (GO) enrichment were analyzed by Metascape 3.0 and PaintOmics 3. Network analysis was performed using weighted gene co-expression analysis (WGCNA) (v1.69) package in R (v3.6.1). Gene-set enrichment analysis was done using enrich R (v2.1) package. RT-qPCR data were analyzed with Bio-Rad CFX manager 3.1. Graphpad Prism 8<sup>®</sup> software were used for visualization and statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The Fastq files and processed data matrices were deposited in GEO with the accession ID GSE116199 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116199>), also the RNA-seq files are available via the AD Knowledge Portal (<https://adknowledgeportal.org>). The AD Knowledge Portal is a platform for accessing data, analyses, and tools generated by the Accelerating Medicines Partnership (AMP-AD) Target Discovery Program and other National Institute on Aging (NIA)-supported programs to enable open-science practices and accelerate translational learning. The data, analyses and tools are shared early in the research cycle without a publication embargo on secondary use. Data is available for general research use according to the following requirements for data access and data attribution (<https://adknowledgeportal.org/DataAccess/Instructions>).

For access to content described in this manuscript see: <http://doi.org/10.7303/syn24875599>.

Full-length western blots are included in Supplementary Figure S7 and source data are provided with this paper. The other datasets generated during the current study are available from the corresponding author upon request since most of the results have been performed at UCL.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined according to previous studies from our lab (PMID: 29877034 , PMID: 26077803, PMID: 24176788, PMID: 23312564)                                                                                                                 |
| Data exclusions | For behavioral analysis: if an animal did not explore both objects during the training phase, then the test was not scored during the test phase and mice were removed. This criteria was used in all group tested.                                     |
| Replication     | For most experimental condition, 3-5 sections of the brain were analyzed and at least 5 animals were analyzed per condition. Most of the experiments has been replicated by other members of the lab and all attempts at replication were reproducible. |
| Randomization   | All animals were the same gender, age and from the same strain. Animals were randomly assigned to experimental groups; no further randomization in the experimental conditions was employed.                                                            |
| Blinding        | Behavioral, RNA-seq, LTP and immunohistochemistry studies were blinded. For all other analyses, investigators were not blinded to the conditions of the experiment.                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Primary antibodies: 6E10 (1:1000; BioLegend, San Diego, CA, USA; Catalog # 83001, Lot #B2261151), anti-APP-CT20 (1:1000; EMD

Millipore, Burlington, MA, USA Catalog #171610, Lot #D00080225), anti-APP-22C11 (1:1000; EMD Millipore, Burlington, MA, USA, Catalog #MAB348, Lot #2280425), A $\beta$ 40 antibody (1:1000; EMD Millipore, Burlington, MA, USA; Catalog #AB5074P, Lot #3062336), A $\beta$ 42 antibody (1:1000; EMD Millipore, Burlington, MA, USA; Catalog #AB5078P, Lot #3172448), Iba1 antibody (1:1000 Fujifilm Wako Chemicals, Osaka, Japan; Catalog #019-19741, Lot #PTE0555), GFAP antibody (1:5000 Abcam, Cambridge, MA, USA; Catalog #ab134436, Lot #GR3197612-3), synaptophysin antibody (1:1000 Abcam, Cambridge, MA, USA; Catalog #ab14692, Lot #GR66861-35), amyloid fibrils OC antibody (1:200 Millipore Sigma, Darmstadt Germany; Catalog #AB2286, Lot#3313147), PSD95 antibody (1:1000 EMD Millipore, Burlington, MA, USA; Catalog #1596, Lot #UI287733).

Secondary antibodies: Anti-rabbit IgG (H+L) Secondary antibody, HRP conjugate (1:10000 Invitrogen, Carlsbad, CA, USA Catalog #31460, Lot #RL240411), Anti-mouse IgG (H+L) Secondary antibody, HRP conjugate (1:10000 Invitrogen, Carlsbad, CA, USA Catalog #31430), Biotinylated anti-rabbit; Vector lab, Burlingame, CA, USA, Catalog#BA-1000, Lot#ZG0122), Biotinylated anti-mouse; Vector lab, Burlingame, CA, USA, Catalog#BA-2000, Lot#ZA0409), goat anti-rabbit Alexa-fluor 488 (Invitrogen, Carlsbad, CA, USA; Catalog #A11034, Lot #1937195), goat anti-chicken Alexa-fluor 555 (Invitrogen, Carlsbad, CA, USA; Catalog #A21437, Lot #1964371), goat anti-mouse Alexa-fluor 555 (Invitrogen, Carlsbad, CA, USA; Catalog #A11004, Lot #1218263).

Stains: Congo Red (C6277-25G; Sigma-Aldrich), thioflavin-S (T-1892; Sigma-Aldrich), Amylo-Glo (1:100; Biosensis, Thebarton, South Australia; Catalog #TR-300-AG) and Periodic Acid Schiff (PAS) stain (ACROS Organics, New Jersey, USA; Cat #AC198381000).

## Validation

The antibodies used for immunohistochemistry and immunoblot 6E10, A $\beta$ 40, A $\beta$ 42, OC, APP C-Terminal, 22C11, IBA1, GFAP, SYN, PSD95, GAPDH, as well as the secondary antibodies are widely used and were validated in our previous studies:

Rodriguez-Ortiz CJ., Prieto GA., Martini AC., Forner S., Trujillo-Estrada L., LaFerla FM., Baglietto-Vargas D., Cotman CW & Kitazawa M. (2020). miR-181a negatively modulates synaptic plasticity in hippocampal cultures and its inhibition rescues memory deficits in a mouse model of Alzheimer's disease. *Aging Cell*. 2020 Mar;19(3):e13118. doi: 10.1111/accel.13118.

Sanchez-Mejias., Nuñez-Diaz C., Sanchez-Varo R., Gomez-Arboledas A., Garcia-Leon JA, Fernandez Valenzuela JJ., Mejias-Ortega M., Trujillo-Estrada., Baglietto-Vargas D., Moreno-Gonzalez I., Davila JC., Vitorica J & Gutierrez A. (2020). Distinct disease-sensitive GABAergic neurons in the perirhinal cortex of Alzheimer's mice and patients. *Brain Pathol*. 2020 Mar;30(2):345-363. doi: 10.1111/bpa.12785.

Forner S., Martini AC., Prieto GA., Dang CT., Rodriguez-Ortiz CJ., Reyes-Ruiz JM., Trujillo-Estrada L., da Cunha C., Andrews EJ., Phan J., Vu Ha J., Chang AVZD., Levites Y., Cruz PE., Ager RR., Medeiros R., Kitazawa M., Glabe CG., Cotman CW., Golde T., Baglietto-Vargas D & LaFerla FM. (2019). Intra- and extracellular A-amyloid overexpression via adeno-associated virus-mediated gene transfer impairs memory and synaptic plasticity in the hippocampus. *Sci Rep*. 2019 Nov 4;9(1):15936. doi: 10.1038/s41598-019-52324-0.

Martini AC, Gomez-Arboledas A, Forner S, Rodriguez-Ortiz CJ, McQuade A, Danhash E, Phan J, Javonillo D, Ha JV, Tram M, Trujillo-Estrada L, da Cunha C, Ager RR, Davila JC, Kitazawa M, Blurton-Jones M, Gutierrez A, Baglietto-Vargas D, Medeiros R, LaFerla FM. (2019). Amyloid-beta impairs TOM1-mediated IL-1R1 signaling. *Proc Natl Acad Sci USA*. 2019 Oct 15;116(42):21198-21206. doi: 10.1073/pnas.1914088116.

Trujillo-Estrada L., Nguyen C., Da Cunha C., Cai L., Forner S., Martini AC., Ager RR., Prieto AG., Cotman CW., Baglietto-Vargas D & LaFerla FM. (2019). Tau underlies synaptic and cognitive deficits for type 1, but not for type 2 diabetes. *Aging Cell*. 2019 Jun; 18(3):d12919. doi: 10.1111/accel.12919.

Baglietto-Vargas D., Prieto GA, Limon A, Forner S, Rodriguez-Ortiz CJ, Ikemura k, da Cunha C, Ager RR., Medeiros R, Trujillo-Estrada L, Martini AC, Kitazawa M, Davila JC, Cotman CW, Gutierrez A & LaFerla FM. (2018). AMPA signaling and actin cytoskeleton impairments underlie early synaptic dysfunction in a mouse model of Alzheimer's disease. *Aging Cell*. 2018 Jun 6:e12791. doi: 10.1111/accel.12791.

Sosna J., Philipp S., Albay III R., Reyes-Ruiz JM., Baglietto-Vargas D., LaFerla FM & Glabe C. (2018). Early long-term administration of the CSF1R inhibitor PLX3397 ablates microglia and reduces accumulation of intraneuronal amyloid, neuritic plaque deposition and pre-fibrillar oligomers in 5xFAD mouse model of Alzheimer's disease. *Molecular Neurodegeneration*. 2018 Mar 1;13(1):11. doi: 10.1186/s13024-018-0244-x.

Baglietto-Vargas D., Sanchez-Mejias E, Navarro V, Jimenez S, Trujillo-Estrada L, Gomez-Arboledas A, Sanchez-Mico R, Sanchez-Varo R, Vizuete M, Davila JC, Garcia-Verdugo JM, Vitorica J & Gutierrez A. (2017). Dual roles of A in proliferative processes in an amyloidogenic model of Alzheimer's disease. *Scientific Report*. 2017 Aug 30;7(1):10085. doi: 10.1038/s41598-017-10353-7.

Baglietto-Vargas D., Chen Y, Dongjin S, Ager RR, Rodriguez-Ortiz CJ, Medeiros R, Myczek K, Green KN, Baram TZ & LaFerlaFM. (2015). Short modern-life like stress exacerbates A-pathology and synapse loss in 3xTg-AD mice. *J Neurochem*. 134(5):915-26. doi: 10.1111/jnc.13195.

DunnHC, Ager RR, Baglietto-Vargas D, Cheng D, Kitazawa M, Cribbs DH and Medeiros R (2014). Restoration of Lipoxin A4 signaling reduces Alzheimer's disease-like pathology in the 3xTg-AD mouse model. *J Alzheimer Dis*. 43(3): 893-903. doi: 10.3233/JAD-141335.

Rodriguez-Ortiz CJ, Baglietto-Vargas D, Martinez-Coria H, LaFerla FM and Kitazawa M (2014). Up-regulation of miR-181 decreases c-Fos and SIRT-1 in the hippocampus of 3xTg-AD mice. *J Alzheimers Disease*. 42(4):1229-38. doi: 10.3233/JAD-140204.

Medeiros R., Castello NA., Cheng D., Kitazawa M., Baglietto-Vargas D., Green KN., Esbenshade TA., Bitner RS., Decker MW., and FM LaFerla. (2014). Alpha-7 Nicotinic receptor agonist enhances cognition in aged 3xTg-AD mice with robust plaques and tangles. *Am J Pathol*. 184(2):520-9. doi: 10.1016/j.ajpath.2013.10.010.

Trujillo-Estrada L., Jimenez S., Vanesa De Castro., Torres M., Baglietto-Vargas D., Moreno-Gonzalez I., Navarro V., Sanchez-Varo R.,

- Davila JC., Vizuite M., Gutierrez A and Vitorica J. (2013). In vivo modification of Abeta plaque toxicity as a novel neuroprotective lithium-mediated therapy for Alzheimer's disease pathology. *Acta Neuropathol Communications*. 12(1):73. doi: 10.1186/2051-5960-1-73.
- Baglietto-Vargas D., Kitazawa M., Elaine J Le., Estrada-Hernandez T., Rodríguez-Ortiz CJ., Medeiros R, Green KN., & LaFerla FM. (2014). Endogenous murine tau promotes neurofibrillary tangles in 3xTg-AD mice without affecting cognition. *Neurobiol Dis*. 62C, 407-415. doi: 10.1016/j.nbd.2013.10.019.
- Medeiros R., Kitazawa M., Passos GF., Baglietto-Vargas D., Cheng D., Cribbs DH., and FM LaFerla. (2013). Aspirin-triggered lipoxin A4 stimulates alternative activation of microglia and reduces Alzheimer disease-like pathology in mice. *Am J Pathol*. 182(5), 1780-9. doi: 10.1016/j.ajpath.2013.01.051.
- Baglietto-Vargas D., Medeiros R, Martinez-Coria H., LaFerla FM., & Green KN. (2013). Mifepristone alter amyloid precursor protein processing to preclude amyloid beta and also tau pathology. *Biol Psychiatry*. 74(5), 357-66. doi: 10.1016/j.biopsych.2012.12.003.
- Medeiros R, Kitazawa M, Chabrier M, Cheng D, Baglietto-Vargas D, Kling A, Moeller A, Green KN, & LaFerla FM. (2012). Calpain inhibitor A-705253 mitigates Alzheimer's disease-like pathology and cognitive decline in aged 3xTg-AD mice. *Am J Pathol*. 181(2), 616-25. doi: 10.1016/j.ajpath.2012.04.020.
- Sanchez-Varo R., Trujillo-Estrada L., Sanchez-Mejia E., Torres M., Baglietto-Vargas D., Moreno-Gonzalez I., Vanesa De Castro., Jimenez S., Ruano D., Vizuite M., Davila JC., Garcia-Verdugo M., Jiménez AJ., Vitorica J & Gutierrez A (2012). Abnormal accumulation of autophagic vesicles correlates with axonal and synaptic pathology in young Alzheimer's mice hippocampus. *Acta Neuropathol*. 123 (1), 53-70. doi: 10.1007/s00401-011-0896-x.
- Medeiros R, Kitazawa M, Caccamo A, Baglietto-Vargas D, Estrada-Hernandez T, Cribbs DH, Fisher A, & LaFerla FM. (2011). Loss of muscarinic M1 receptor exacerbates Alzheimer's disease-like pathology and cognitive decline. *Am J Pathol*. 179(2), 980-91. doi: 10.1016/j.ajpath.2011.04.041.
- Caccamo A, Oddo S, Billings LM, Green KN, Martinez-Coria H, Fisher A & LaFerla FM. (2006). M1 receptors play a central role in modulating AD-like pathology in transgenic mice. *Neuron*. 2;49(5):671-82. doi: 10.1016/j.neuron.2006.01.020.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

B6(SJL)-Apptm1.1Aduci/J (JAX Stock No. 030898), B6.Cg-Ndor1 Tg(UBC-cre/ERT2)1Ejb/2J (JAX Stock No. 008085), B6.129-Psen1tm1Mpm/J (JAX Stock No. 004193) and C57BL/6NTac (JAX Stock No. 005703) mice were used. hAβ-KI (B6(SJL)-Apptm1.1Aduci/J) and WT (C57BL/6NTac) mice including both sexes (male and females) were analyzed at 2-, 6-, 10-, 14-, 18- and 22 months. Homozygous hAβ-KI (B6(SJL)-Apptm1.1Aduci/J) were crossed with homozygous PS1M146V-KI (B6.129-Psen1tm1Mpm/J), the resulting heterozygous hAβ-KI/PS1M146V mice were intercrossed to obtain homozygous knock-in mice hAβ-KI/ PS1M146V and aged to 18 months, both sexes were used. Homozygous hAβ-KI (B6(SJL)-Apptm1.1Aduci/J) were crossed with UBC-Cre-ERT2 (B6.Cg-Ndor1 Tg(UBC-cre/ERT2)1Ejb/2J) mice and the F1 animals (ApphAb-KI/+; UBC-Cre-ERT2 hemizygous) of both sexes were analyzed at 4-, 5- and 8 months. In addition, B6;129-Tg(APP<sup>Swe</sup>,tauP301L)1Lfa Psen1tm1Mpm/Mmjax mice (JAX Stock No. 34830) mice were used at 12-, 18- and 22-month of age as positive control in many experimental readouts. Mice were housed in Super Mouse 750TM ventilated cages (Lab Products, Inc, Seaford, DE, USA). Cages contained 1/8" corn cob bedding (bed-o-cobs) and also contained 2 cotton nestlet squares for bedding. Lights were on a 12 h ON/OFF cycle, room temperature was set at 72oF with a variance of +/- 2 oF and ambient humidity conditions. A standard food diet (Envigo, Placentia, CA, USA; Ref 2020x) and water (purified by reverse osmosis) were provided ad libitum.

### Wild animals

No wild animals were used

### Field-collected samples

No field-collected samples were used

### Ethics oversight

All animal procedures were conducted in accordance with the guidelines set forth by the National Institutes of Health and the University of California, Irvine (UCI) Institutional Animal Care and Use Committee (IACUC: AUP-17-38) who approved the study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

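RNA sequencing measured hippocampal transcripts of 29 mice, with WT and homozygous hAβ-KI mice at 2 and 22 months of age in groups of 7, 8, 8 and 6 (young WT, old WT, young hAβ-KI and old hAβ-KI). The index numbers in the library names run in blocks that match the groups, so that an effect of processing order would coincide with them. Genotype, age and sex were taken from the sample labels, and the group sizes are those of the legend of Fig. 7. Each mouse gave 1 library, and no sample was left out.

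The authors aligned the reads with STAR 2.5.1b to GRCm38, estimated gene expression with RSEM 1.2.22 on Gencode vM8 and deposited TPM for protein-coding and long non-coding genes. Their own comparisons used edgeR 3.2.2. The deposited TPM table had been filtered by gene class but not by expression level, since 6025 of its 31002 genes were above 0 in no mouse. TPM correct for transcript length and sum to a fixed total before that filter, so that a rise in a few abundant transcripts lowers the others. They hold no read counts, and the depth of each library, for which the paper gives only an approximate figure common to all samples, could not be read from them. No counting error is therefore given, and the precision stated for each value is the spread between mice. A gene listed at 0 TPM has no lower limit of detection here.

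From the TPM, log2(TPM + 1) was computed and genes with a TPM of at least 1 in at least 2 mice, 15554 in number, were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), in a single model of the 4 groups, for 5 contrasts. These were genotype at each age, age in each genotype and the interaction. The threshold was a Benjamini-Hochberg FDR under 0.1 with a p value under 0.05. App was compared by exact two-sided permutation tests with adjustment over 4 comparisons. The modules were compared in the same way with adjustment over the 3 modules, and their interaction by 100000 permutations of residuals, each at an adjusted p of 0.05. WGCNA and the enrichment tests were not repeated, and the legible genes of Supplementary Fig. 7 stood for the modules. The limma script was checked on simulated shifts in 200 genes and the module script on 50 simulated modules, all of which were found at 22 months, with 3 found at 2 months, where no shift had been put in. The simulated module shift was larger than the spread within a group and was scored at an unadjusted p of 0.05. Neither check therefore measures how often smaller differences, such as that of the red module, would be found. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 did the remaining steps.

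The genes named are those the paper names for the RNA-seq and, in each contrast, the 5 with the largest log2 fold change among those past the threshold. Positions are from GENCODE M21 on GRCm38, which is the authors' genome build with a later annotation; 30645 genes had a position. As a measure of reads that could be split between genes, the share of 43-base stretches of a gene's transcripts that other genes hold on either strand was counted. Lists of genes for neurons, astrocytes, microglia, oligodendrocytes, endothelium, choroid plexus, blood, immediate early response, the Y chromosome, X inactivation and C57BL/6 substrains were written down before the data were examined, and each was summarized as the mean of its standardized genes.

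The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 1, quantile normalization, rescaling to a common sum over nuclear protein-coding genes, a model of only the groups compared, sex as a covariate, eBayes without a trend, the mean of a module's genes in place of its eigengene, and leaving out each mouse in turn. A further pair was chosen after the data were seen, with the choroid plexus score as a covariate or with mice that share a name number treated as correlated. The list scores at 22 months with each mouse left out in turn were also added after the data were seen.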

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

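Of the explanations tested in this part, those of mislabelled mice and of splits of the mice were set before the data were examined, and all others were chosen after the results were seen. In 208 groups of mice, over App, the module eigengenes, the list scores and the genes named, a mouse at either end was compared with the nearest of the others, and a mouse lay apart in 16 of them, where chance gives about 10.4. These cases come from 13 mice, and most can be chance.

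The hAβ-KI mouse 66-0 of 22 months lay apart in 3 measures. Its red module eigengene was 1.81, with a gap to the nearest mouse of 0.828 of the range of its group. Its oligodendrocyte score was -3.60 (gap 0.752), with all 10 markers at their lowest in this mouse among the 29, among them Mbp at 1477 TPM against at least 2082 in the others. Its Atp2b1 was at 26.2 TPM (gap 0.653). None of the 10 oligodendrocyte markers is on the red module list. Less oligodendrocyte RNA in the tissue taken from this mouse is a candidate explanation of the red eigengene. A model of the other mice predicted an eigengene of 0.0661 for it from its oligodendrocyte score, between the mean of -1.25 of the other mice of its group and its own value, with a residual SD of 0.816. Removing the oligodendrocyte score from all mice took the red difference at 22 months to -0.802 (adjusted p = 0.01665 from the exact permutation test), with a slope of -0.638 that was -0.324 when fitted without 66-0, so that this largely restates leaving the mouse out. Part of the departure is open, and neither a dissection with less white matter nor a loss of oligodendrocytes in this animal can be told apart with a single mouse.

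Other mice apart in scores were 85A-7 (hAβ-KI, 22 months) in the pink eigengene at -0.415 (gap 0.640), 175-0 (hAβ-KI, 2 months) in the endothelial score at 0.939 (gap 0.541), 71-0 (WT, 22 months) in the blood score at -2.03 (gap 0.558) and 56-4 (hAβ-KI, 2 months) in the blood score at -2.715 (gap 0.580). In genes, C57-51-4 (WT, 2 months) was apart in Gabra2 at 57.2 TPM (gap 0.620) and in Gm13304 at 6.81 TPM (gap 0.884), and 120-0 (WT, 2 months) in Atp2b1 at 41.0 TPM (gap 0.6196). Mouse 70-2 (WT, 22 months) was apart in Hspe1 at 187.5 TPM (gap 0.529), 70-0 (WT, 22 months) in Trem2 at 52.0 TPM (gap 0.534), 69-2 (WT, 22 months) in Gm28901 at 1.15 TPM (gap 0.583) and 41-2-4 (hAβ-KI, 22 months) in Dhcr7 at 20.3 TPM (gap 0.733). For Gm16867 a single mouse was above 0 in each WT group, C57-50-4 at 0.39 TPM and 71-7 at 0.21 TPM (gap 1.0 in both). No explanation was tested for these mice beyond their labels, and Xist and Ddx3y went against the sex label in 0 of the 29 mice.

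For 7 genes of Fig. 7e the genotype difference changed between the ages, adjusted over that list alone. The changes were 0.626 for Tppp3, -0.7503 for Diras2, -0.362 for Sdhd, 0.534 for Psip1, 0.274 for Hspe1, -0.2835 for Lppr4 and -0.197 for Nsmf. The list holds genes picked for a difference at 22 months, which favors a change between the ages, so the adjustment over the list is too lenient. Over all genes Tppp3 alone passed, and 11 of 100 splits of the mice gave at least as many genes, so that a single gene is a number that splits of these mice by chance also give. The change in Tppp3 lay between 0.57 and 0.70 over the 29 fits that left out a mouse, of which 8 had it past the threshold. An effect of age on the genotype difference of these genes, as the design would allow, stays open.

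The paper's text and Fig. 7 do not name 60 of the 77 genes that differed at 22 months. This count leaves aside the module genes of Supplementary Fig. 7, of which 9 green and 4 pink ones passed the threshold. Among the strongest of the 60 are Gm16867, higher in hAβ-KI mice by 1.77 at 2 months and 1.50 at 22 months, Gm27177 by 2.06 and 2.18, and Gm21685 by 0.4855 and 0.533. They lie with Entpd4 on chromosome 14 between 69337174 and 69683286, where 4 of the 5 genes tested passed the threshold at both ages. That 75.2% of the 43-base stretches of Entpd4 are also held by other genes is in line with reads shared between near-identical copies, which may make the neighbors rise together. It does not explain why the level differs between genotypes. A difference in the number or sequence of these copies between the strains of the mice was not tested, and the genotype and the strain are the same split of these mice. Xist and Ddx3y test the sex label alone. Dhcr7 was at 20.26 TPM or more in all hAβ-KI and at 14.49 TPM or less in all WT mice, and C4b at 8.58 TPM or less in all young and at 18.91 TPM or more in all old mice, so no single mouse had the level of the other label in these genes, which were picked for their differences. Within 10 Mb of App, 0 of the 76 genes tested passed the threshold at either age, with 8 at an unadjusted p under 0.05 at 22 months. The paper's stem cells are C57BL/6N derived, like the WT mice, so DNA carried over around App was not expected to differ and this count does not bear on it.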

How the results depend on the processing

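The alternatives listed in the processing summary as fixed before the data were examined were each run, apart from the model of only the groups compared, which cannot give an interaction. Causes were not tested unless stated.

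The counts of genes past the threshold with age stayed within 1.5 times under the 8 alternatives, from 601 to 758 in WT mice (777 on the deposited scale) and from 995 to 1621 in hAβ-KI mice (1428). At 2 months the genotype count stayed between 5 and 7. At 22 months it was 77, 40 in a model of only the groups compared (fewer mice for the spread) and 48 without a variance trend, against 56 to 95 in the other alternatives. All 48 genes without the trend were among the 77. The interaction count was 1 and fell to 0 with a pseudocount of 0.1, no filter on low values, quantile normalization, sex as a covariate or no trend, with 1048 to 1455 genes at an unadjusted p under 0.05. The number of genes of 22 months with the same direction at 2 months was 63, 33 of 40 in the model of the groups compared and 39 of 48 without a trend. After quantile normalization it was 61 of 95 (64.2%) and after rescaling 49 of 70 (70.0%), against 81.8% on the deposited scale. Genes that changed with age in both genotypes numbered 362, and 240 in the model of the groups compared, all of one direction.

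Scaling decided some balances. After rescaling to nuclear protein-coding genes, 41.4% of the genotype calls at 22 months were higher in hAβ-KI mice, against 29.9% on the deposited scale. App fell with age in WT mice by 0.167, and was not past an adjusted p of 0.05 after quantile normalization (-0.147), rescaling (-0.138) or with sex as a covariate (-0.154). The App difference at 22 months, -0.01 on the deposited scale, was 0.00264 after rescaling. Differences of the red module reversed from -0.18 to 0.209 and 0.2497 at 2 months and from -0.21 to 0.489 and 0.204 with age in WT mice, after quantile normalization and rescaling respectively. The pink difference at 2 months, -0.02, became 0.397 and 0.405 in the same way, its age difference in WT mice was -0.848 after quantile normalization and no longer past the threshold, and its interaction of -0.854 passed the threshold at -1.426 and -1.302. The green module at 22 months kept its direction and side of the threshold in all 5 alternatives and all 14 fits that left out a mouse, and so did the pink module at 22 months.

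Leaving out each mouse in turn gave counts of 6 to 11 genes between genotypes at 2 months (11 without 176-2), 508 to 750 with age in WT mice (508 without 71-4), 906 to 1527 with age in hAβ-KI mice (906 without 67-0), 30 to 143 between genotypes at 22 months and 0 to 3 for the interaction. The same-direction count lay between 28 and 100. App lay between -0.133 and -0.0832 between genotypes at 2 months, from -0.191 to -0.124 with age in WT mice and from -0.0559 to 0.0326 between genotypes at 22 months. The App difference at 2 months was past an adjusted p of 0.05 in 1 of 15 fits (0.0466 from the exact permutation test). The green difference ran from -1.22 to -0.861 at 2 months and from -1.03 to -0.659 with age in WT mice. The red one ran from -0.428 to 0.0405 at 2 months and from -0.4045 to 0.0177 with age in WT mice. It ran from -1.46 to -0.689 with age in hAβ-KI mice and from -1.44 to -0.692 at 22 months, and both lowest values were reached without mouse 66-0. The red age difference in hAβ-KI mice was past an adjusted p of 0.05 in 1 of 14 fits (0.00583 against 0.140 with all mice, from the exact permutation test). The pink one ran from -0.1657 to 0.1915 at 2 months and from -1.27 to -0.929 with age in WT mice. Over the alternatives, values of single named genes lost the threshold 27 times and gained it 2 times, and in the fits that left out a mouse 85 lost it and 5 gained it. None changed direction.

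With mice that share a name number treated as correlated, chosen after the data were seen, 49 genes passed the threshold between genotypes at 22 months and 0 in the interaction; all 49 were among the 77, and the estimated correlation was 0.0470. No paired analysis was possible because the mice carry names of their own and no number links the groups compared. The deposited unit keeps no depth, so that no result could be weighed by it.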

Differences from the paper's values

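In old mice, 77 genes passed the threshold between the genotypes, where the paper's text gives an approximate 14 in the results and 15 in the discussion. None of the alternatives set before the data were examined closed the gap, with 40 in the model of only the groups compared, 48 without a variance trend and 30 as the smallest number with a mouse left out. With age, 777 genes passed it in WT mice, where the paper shows about 46 in Fig. 7b, read by eye, and 1428 in hAβ-KI mice, where it shows about 150 in Fig. 7c, read by eye. The alternatives gave 601 to 758 and 995 to 1621 genes, and leaving out a mouse gave 508 and 906 at the least, so none closed these gaps.

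For Apoe with age in WT mice, the log2 fold change was 0.2242, where the paper's Source data give 0.1751. This exceeded the standard error of 0.0464. Without a filter on low values or without a variance trend the value was unchanged and fell within the standard error of that model. The other alternatives with all mice did not close the gap. In the 15 fits that left out a mouse, the lowest value was 0.2065. It lay closer to the paper's value than the standard error of 0.0464 found with all mice, so leaving out a mouse could close the gap.

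The paper shows the red module as lower in hAβ-KI mice at 22 months in Fig. 7h. With its legible genes the difference was -0.86 with an adjusted p of 0.138, and it passed the threshold at an adjusted p of 0.0117 without mouse 66-0. The paper leaves the pink module unmarked at 22 months in Fig. 7g, and here its adjusted p was 0.0190. It states that the modules are lower in hAβ-KI mice at 22 and not at 2 months. Here the green genes were also all lower at 2 months, at an adjusted p of 0.0877 for the eigengene, and this passed at 0.0260 without WT mouse 120-0; the change between the ages had a p of 0.619 from a permutation test.

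The paper reports no difference in App between the groups. Here App was lower in old than in young WT mice, at an adjusted p of 0.0292. Rescaling, quantile normalization and sex as a covariate each brought this above 0.05, with 0.267 as the highest, and so did leaving out a mouse in 4 of 15 fits, with 0.0879 as the highest.

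Of the genes that Fig. 7e shows as altered at 22 months, Wdfy1, Atp2b1 and Gm13304 did not pass the threshold over all genes tested. Atp2b1 did with sex as a covariate (0.0692), with genes of a mean TPM of at least 1 and, chosen after seeing the values, with the choroid plexus score as a covariate (0.0989). Wdfy1 passed it in 1 of the 14 fits that left out a mouse, and Gm13304 in none of them. All 3 passed adjusted over the list alone. The paper presents the differences of old mice as also found in young mice, and here 1 of the 14 genes of Fig. 7e passed the threshold over all genes at 2 months.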

Other observations

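The tests in this part on splits of the mice, the substrain list, the rescaled TPM and group differences in the list scores were set before the data were examined. All others, among them the removal of a score from a module and the choroid plexus covariate, were chosen after the results were seen. The lists come from general knowledge of cell types, and the hippocampus expresses the genes of most of them; the paper names 3 of the 7 substrain genes tested, Gabra2, Wdfy1 and Entpd4, from these mice.

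Random splits of the same mice into groups of the same sizes were compared with the real one, with 100 splits for each comparison and the real split counted. As many genes passed the threshold in 3 of 100 splits for the genotypes at 2 months, 1 of 100 with age in WT mice, 1 of 100 with age in hAβ-KI mice and 1 of 100 for the genotypes at 22 months, where the largest count of another split was 12. A different split of the young mice reached 346 genes against 6 for the genotypes.

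Levels of Gabra2 and Wdfy1 varied between hAβ-KI mice more than between WT mice. The ratio of the spreads of Gabra2 was larger than for 99.86% of the 9676 genes with a mean TPM of at least 5, and that of Wdfy1 was the largest of all, while the median ratio was 1.01. Mice that share a name number were often alike in Gabra2, with 29.3 and 29.1 TPM in 176-0 and 176-2, 89.3 and 91.0 in 175-0 and 175-2, 49.55 and 51.9 in 209-0 and 209-2, and 24.0 and 23.35 in 67-0 and 67-2, whereas 66-0 and 66-2 had 55.2 and 25.45. A hypothesis is that alleles still segregate among the hAβ-KI mice. The paper describes C57BL/6N stem cells, matings with C57BL/6J females and a later mating with C57BL/6NTac mice, a history in which such alleles could remain. That the name number marks a litter or cage is an assumption, which neither the labels nor the paper's text states. Over the 5 pairs the mean log2 difference was 0.246 in Gabra2 and 0.338 in Wdfy1, against 0.748 and 1.11 over all pairs of a group (permutation test, p = 0.01076 and 0.0131). This may reflect shared alleles, but these genes were picked for their spread, and a shared cage or batch cannot be told apart from it. Biological effects of humanized Aβ that vary between litters stay open as well.

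Background alleles that differ between the C57BL/6J and C57BL/6N substrains are a related hypothesis for the genotype calls. Of the 7 list genes tested, 2 were among the 78 genes past the threshold at either age (exact hypergeometric test, p = 0.0005129), Gabra2 and Entpd4, and their genotype differences had no change between the ages past the threshold. Of the 4 list genes that the paper does not name among its RNA-seq results, 0 passed. Nnt, which is among them, did not stand out in its spread, with a ratio of 1.05, but the paper states that the line was bred to carry the wild-type Nnt, so that this gene does not bear on the question. The mean score of the list was lower in old hAβ-KI mice (difference -0.3967, exact permutation test, unadjusted p = 0.0197) and about level at 2 months (-0.0464). Its genes moved in opposite directions, so the mean partly cancels and does not show that each gene was level. At 2 months Gabra2 was at -0.757, Wdfy1 at -0.992 and Entpd4 at 0.709, with Entpd4 alone past the threshold over all genes. Strain and genotype coincide in these mice, and so the substrain and humanized Aβ cannot be told apart as sources of these calls.

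For the modules at 22 months, several technical explanations were tested. After rescaling TPM to nuclear protein-coding genes the green difference was -1.245 (adjusted p = 0.02298 from the exact permutation test), which argues against the share of mitochondrial and non-coding transcripts. Removing the choroid plexus score left it at -1.27 (adjusted p = 0.00799 by the exact permutation test), which argues against choroid plexus as the source. Removing the blood score left it at -1.287. The green eigengene hardly followed the blood score (slope -0.0131), so this removal could change little and does not by itself exclude blood. Random lists matched on exon length and expression gave as low a median log2 fold change as the green genes in 0 of 10000 draws. The green median was -0.248, against -0.0498 to 0.003 for 95% of the lists. Genes of like exon length and expression were thus not lowered as much, which argues against exon length alone. Genomic length was not matched. The lists were drawn gene by gene, whereas the green genes vary together and were picked on these mice. The 0 draws therefore do not measure chance, and the red genes, with no difference past the threshold, were matched by only 1 list. The neuron score was lower in old hAβ-KI mice (difference -0.339, exact permutation test, p = 0.271), with astrocyte and endothelial scores also lower (-0.290 and -0.551) and the microglia score about level (0.0151). The oligodendrocyte difference was 0.0957, and with each mouse left out in turn it ran from -0.173 without 67-2 to 0.774 without 66-0. A lower share of neurons may contribute to the pink difference, which was -0.713 after removing the neuron score (adjusted p = 0.0854) and no longer past the threshold. The same held after removing the astrocyte score (-0.807, adjusted p = 0.0559) or the endothelial score (-0.693, adjusted p = 0.0734), so that the result is not specific to neurons. It does not account for the green difference, which stayed at -1.071 (adjusted p = 0.0220 from the exact permutation test). That the green genes follow humanized Aβ is a hypothesis that remains open, since the strain coincides with the genotype. The index numbers in the library names also run in blocks that match the groups, so a batch that follows this order cannot be told apart from the genotype differences. The ages alternate in that order, and the 362 age calls shared by the genotypes all had the same direction in the separate pairs of blocks.

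The first principal component, computed without the choroid plexus list, held 14.0% of the variance. The choroid plexus score split the mice into 8 with a score under -1 and 21 above it, and Ttr ranged from 30.1 to 17660 TPM, Enpp2 from 51.85 to 985 and Folr1 from 1.34 to 186. Among the 21 mice the score followed the component with r = 0.7375 and rho = 0.774 (permutation test, p = 0.00018), and among the 8 with r = -0.228 (permutation test, p = 0.564). Choroid plexus in the dissected tissue is thus a likely source of the largest variation between the libraries. The score did not differ between groups past the threshold in any of the comparisons (exact permutation tests, unadjusted p of at least 0.7646). It does not account for the age calls, since 0 of 10 choroid plexus and 0 of 5 blood genes were among them, and with the score as a covariate 1015 genes passed the threshold in WT mice, all 777 earlier ones included.

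The microglia score rose with age by 1.41 in WT and 1.52 in hAβ-KI mice (exact permutation tests, adjusted p = 0.00533 in each, over 32 comparisons of lists). The scores of neurons, astrocytes, oligodendrocytes, endothelium, choroid plexus, blood and immediate early genes did not pass an adjusted p of 0.05 in any comparison. The largest genotype difference among them at 22 months was that of the immediate early genes, at -0.654 (exact permutation test, p = 0.0506, adjusted p = 0.231). Genotype effects at 2 and 22 months had a correlation across all genes of 0.0430, and the age effects of WT and hAβ-KI mice one of 0.375; genes are not independent replicates, and no test was made.

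The copy of the paper's Source data at hand holds 831 of 15233 genes of the table behind Fig. 7, so no overlap with it was computed. Its values for Gabra2, -0.5443 at 2 months and -1.04 at 22 months, were set beside -0.7567 and -1.27 here. In the Source data for Fig. 1f, 28 of 29 App values were the same as those computed here. The value 99.0285, which belongs to hAβ-KI mouse 56-4, stands there in a further cell of the young hAβ-KI mice, and the value of 89.83 for mouse 60-4 does not appear. With it the mean of that group was 92.61% of young WT mice here, where the paper's values give 93.76%.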
